# MRTF-A promotes angiotensin II-induced inflammatory response and aortic dissection in mice

**DOI:** 10.1371/journal.pone.0229888

**Published:** 2020-03-24

**Authors:** Sohei Ito, Yohei Hashimoto, Ryohei Majima, Eichi Nakao, Hiroki Aoki, Michihide Nishihara, Satoko Ohno-Urabe, Aya Furusho, Saki Hirakata, Norifumi Nishida, Makiko Hayashi, Koichiro Kuwahara, Yoshihiro Fukumoto

## Abstract

Aortic dissection (AD) is a major cause of acute aortic syndrome with high mortality due to the destruction of aortic walls. Although recent studies indicate the critical role of inflammation in the disease mechanism of AD, it is unclear how inflammatory response is initiated. Here, we demonstrate that myocardin-related transcription factor A (MRTF-A), a signal transducer of humoral and mechanical stress, plays an important role in pathogenesis of AD in a mouse model. A mouse model of AD was created by continuous infusion of angiotensin II (AngII) that induced MRTF-A expression and caused AD in 4 days. Systemic deletion of *Mrtfa* gene resulted in a marked suppression of AD development. Transcriptome and gene annotation enrichment analyses revealed that AngII infusion for 1 day caused pro-inflammatory and pro-apoptotic responses before AD development, which were suppressed by *Mrtfa* deletion. AngII infusion for 1 day induced pro-inflammatory response, as demonstrated by expressions of *Il6*, *Tnf*, and *Ccl2*, and apoptosis of aortic wall cells, as detected by TUNEL staining, in an MRTF-A-dependent manner. Pharmacological inhibition of MRTF-A by CCG-203971 during AngII infusion partially suppressed AD phenotype, indicating that acute suppression of MRTF-A is effective in preventing the aortic wall destruction. These results indicate that MRTF-A transduces the stress of AngII challenge to the pro-inflammatory and pro-apoptotic responses, ultimately leading to AD development. Intervening this pathway may represent a potential therapeutic strategy.

## Introduction

Aortic dissection (AD) is a serious aortic disease which often results in a lethal outcome [1]. Although establishing preventive and therapeutic strategies is an urgent issue for AD, it is hampered by the elusive molecular pathogenesis of AD. Several genetic disorders are known to predispose individuals to aortic aneurysm and AD [2]. The best characterized genetic disorders for familial AD are mutation of *FBN1* that causes Marfan syndrome, and mutations of *TGFB2*, *TGFBR1*, *TGFBR2* and *SMAD3* that cause Loeys-Dietz syndrome, underscoring the importance of TGF-β pathway for the homeostasis of aortic walls. Another group of culprit genes for familial AD are those encoding contractile proteins in smooth muscle cells (SMCs), including smooth muscle α-actin (*ACTA2*), myosin heavy chain (*MYH11*), and those encoding the regulators of SMC contraction, including myosin light chain (*MYLK*) and cyclic GMP-dependent protein kinase (*PRKG*), indicating the importance of SMC cytoskeleton in pathogenesis of AD. Currently it is unclear how abnormalities in SMC cytoskeletal proteins result in AD development.

Studies in human AD samples and animal AD models indicate that inflammatory response plays a central role in the pathogenesis of AD [3, 4]. We also reported the involvement of inflammatory response in mouse models [5–7] and in human AD tissue [8]. Although these studies demonstrated the importance of inflammation, it remains elusive how inflammatory response is initiated or whether and how it is related to SMC cytoskeleton.

Recently, myocardin-related transcription factor (MRTF) cofactors were proposed to transduce neurohumoral and mechanical stimuli to stress response [9]. Specifically, neurohumoral and mechanical stimuli to cells promote Rho family GTPases-dependent actin polymerization that liberates MRTF to enter the nuclei and activate serum response factor (SRF)-dependent gene expression[9]. A series of studies have shown that MRTF-A, a member of MRTF family, regulates cardiovascular inflammation and remodeling in response to mechanical and humoral stimuli [10–12]. Therefore, MRTF-A is an attractive candidate that links insults on aortic wall, actin cytoskeleton, and inflammatory response in the context of AD pathogenesis. Current study was designed to test if MRTF-A is involved in the molecular pathogenesis of AD, using angiotensin II-induced mouse model of AD [13] with genetic deletion [11] or pharmacological inhibition [14] of MRTF-A.

## Materials & methods

### Animal experiments

All animal experimental protocols were approved by the Animal Experiments Review Boards of Kurume University. Mice with genetic deletion of *Mrtfa* (MRTF-A-KO) was created as previously described [11] and backcrossed to C57BL6/J for more than 5 generations. All animal experiments ware done in male mice at the age of 10–11 weeks, as AD predominantly affects men [15]. C57BL/6J mice were purchased from Charles River Laboratories. We used wild type (WT) C57BL/6J mouse as a control for MRTF-A-KO mouse to facilitate the experiments and minimize the number of mice to sacrifice, because the reproductivity of MRTF-A-KO line was low in our hands. Angiotensin II (AngII, 1 μg/kg/min, Peptide Institute #4001, Osaka, Japan) was subcutaneously infused using osmotic minipumps (Durect Alzet #1007D, Cupertino, CA) for 4 days. Implantation of the minipumps filled with saline did not cause discernible aortopathy (S1 Fig). Mice were administered twice daily with 300 mg/kg CCG-203971 (Cayman Chemical #15075, Ann Arbor, MI) in 50 μL dimethylsulfoxide (DMSO) or 50 μL DMSO alone. Administration of CCG-203971 or DMSO was started 12 hours before starting AngII infusion and continued throughout the observational period. Systolic blood pressure was measured by the tail-cuff method (BP-98A, Softron, Tokyo, Japan).

At the end of experimental periods, mice were killed by pentobarbital overdose. For the histological analysis, we excised aortae 4 days after AngII infusion. For the expression analysis we obtained aortae with or without 1 day AngII infusion. The aortic samples were obtained after phosphate-buffered saline (PBS) perfusion at the physiological pressure from the root of aorta to just bellow subclavian artery branch, frozen in liquid nitrogen, and stored at -80˚C until analysis. We used 4% paraformaldehyde in PBS for histological analysis. For the expression analysis, perfusion was performed with PBS. For quantification of the tear area, 200 μl of 1% Evans blue solution was administered from orbital venous plexus before pentobarbital overdose, followed by PBS perfusion to wash out excessive Evans blue.

### Quantification of area of tear and hematoma

Excised aortae was opened, pinned and photographed under natural light and 488 nm excitation light to obtain the fluoresce of Evans blue. We measured the area of tear and hematoma using Image-Pro PLUS software version 6 (Media Cybernetics, Rockville, MD, USA). We also measure the area of ascending aorta defined as an area from the root of aorta to just bellow subclavian artery branch.

We defined aortic dissection (AD) as the lesion with the intramural hematoma connected to the intimal tear. When the intimal tear was visualized by Evans blue perfusion, intramural hematoma was always associated with the intimal tear. Our collaborators also reported that the intramural hematoma in this model was associated with the disruption of intima-medial elastic lamellae by propagation-based phase-contrast synchrotron imaging [16]. As for the incidence of AD, the presence of AD was determined by the presence of intramural hematoma in the macroscopic images.

### Expression analysis

For protein and mRNA expression analysis, aortic samples were pulverized using SK Mill (Tokken, Kashiwa, Japan), and the proteins were extracted with RIPA buffer. After resolving the proteins using the NuPAGE electrophoresis system (Invitrogen, Carlsbad, CA), western blotting was performed using antibodies to Myc (0.5 μg/mL, Cell Signaling Technology #9402, Danvers, MA), Stat3 (0.5 μg/mL, Cell Signaling Technology #12648), phospho-Stat3 (P-Tyr705, 0.5 μg/mL, Cell Signaling Technology #9145), MRTF-A (0.56 μg/mL, Proteintech #21166-1-AP, Rosemont, IL) and Gapdh (0.2 μg/mL, Merck Millipore #MAB374, Temecula, CA). As we noticed in preliminary study that protein expression levels were highly variable within a experimental group, we used 16 to 18 samples in a given group for western blotting. Images of whole membranes are shown in S2 Fig.

For mRNA expression analysis, we used RNeasy kit (Qiagen, Hilden, Germany) to isolate total RNA. We performed transcriptome analysis using the SurePrint G3 Mouse Gene Expression v2 8x60K Microarray Kit (Agilent, Santa Clara, CA). The full dataset of the transcriptome analysis is available at Gene Expression Omnibus (accession # GSE138484). We performed the gene annotation enrichment analysis for the selected genes using Database for Annotation, Visualization and Integrated Discovery (DAVID) [17] with the Gene Ontology terms set to GOTERM_BP_FAT, GOTERM_CC_FAT and GOTERM_MF_FAT. The full lists of the DAVID analysis and corresponding gene descriptions are available as S1 and S2 Tables. mRNA expressions of *Il6*, *Ccl2*, *Tnf* and *Actb* were measured by quantitative real time polymerase chain reaction (qRT-PCR) using commercially available probes (primer set ID MA104898, MA108953, MA163499, MA050368: Takara Bio, Shiga, Japan).

### Histological analysis

We observed 5 μm sections of paraffin-embedded ascending aortic tissue with elastic van Gieson (EVG) or hematoxylin and eosin (H&E) staining. The tissue sections were also stained for MRTF-A (3.3 μg/mL, NOVUS Biologicals #NBP1-1968, Centennial, CO) with TSA-plus system (Perkin Elmer, Waltham, MA), smooth muscle α-actin (SMA, 0.2 μg/mL, Sigma-Aldrich, St Louis, MO) with Dylight 549-labeled secondary antibody (1:100, antibody concentration undetermined, Jackson ImmunoResearch #115-505-166, West Grove, PA), Cd31 (1.67 μg/mL, Abcam #ab56299, Cambridge, UK) with Cy3 conjugated secondary antibody (15 μg/mL, Jackson ImmunoResearch #712-165-153), Il6 (1:300, antibody concentration undetermined, Abcam #ab6672) with Cy3 conjugated secondary antibody and Myc (1 μg/mL, Cell Signaling Technology #9402) with Cy3 conjugated secondary antibody. Frozen ascending aortic tissue sections were stained for Cd45 (0.5 μg/mL, Biolegend #103101, San Diego, CA) with Cy3 conjugated secondary antibody. Isotype control antibodies were used for rabbit IgG (Abcam #ab37415) and Rat IgG2b kappa (Abcam #ab18541) at the same concentrations as the corresponding antibodies. For terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay, we used *in situ* Apoptosis Detection Kit (Takara Bio #MK500) with protease K (Takara Bio #9034) for antigen retrieval. Nuclei were stained with 4’,6-diamidino-2-phenylindole mounting media (DAPI, Vector Laboratories #H-1500, Burlingame, CA).

### Statistical analysis

All data are expressed as medians and interquartile ranges using box plots. Statistical analysis was performed with Mann-Whitney test for the comparisons of 2 groups. Kruskal-Wallis test was performed for multiple groups. Post-test analysis was performed by Dunn’s multiple-comparison test. P < 0.05 was considered significant.

## Results

### Role of MRTF-A in AngII-induced AD

We administered AngII (1 μg/kg/min) to WT mice that caused ascending aortic dissection (AD) in 4 days after AngII infusion (Fig 1A) without significant changes in systolic blood pressure (Fig 1B), as previously reported [18]. Our collaborators have demonstrated that this AD model is characterized by the progressive disruption of intima-medial elastic lamellae that is associated with the intramural hematoma by three dimensional imaging [16]. Consistently, our histological observation showed intramural hematomas and tears defined as disruption of elastic lamella at 4 days of AngII infusion (Fig 1C). For the quantitative analysis of AD, we measured the areas of intramural hematoma and intimal tear in the ascending aorta as visualized by Evans blue perfusion (Fig 1D).

**Fig 1:**
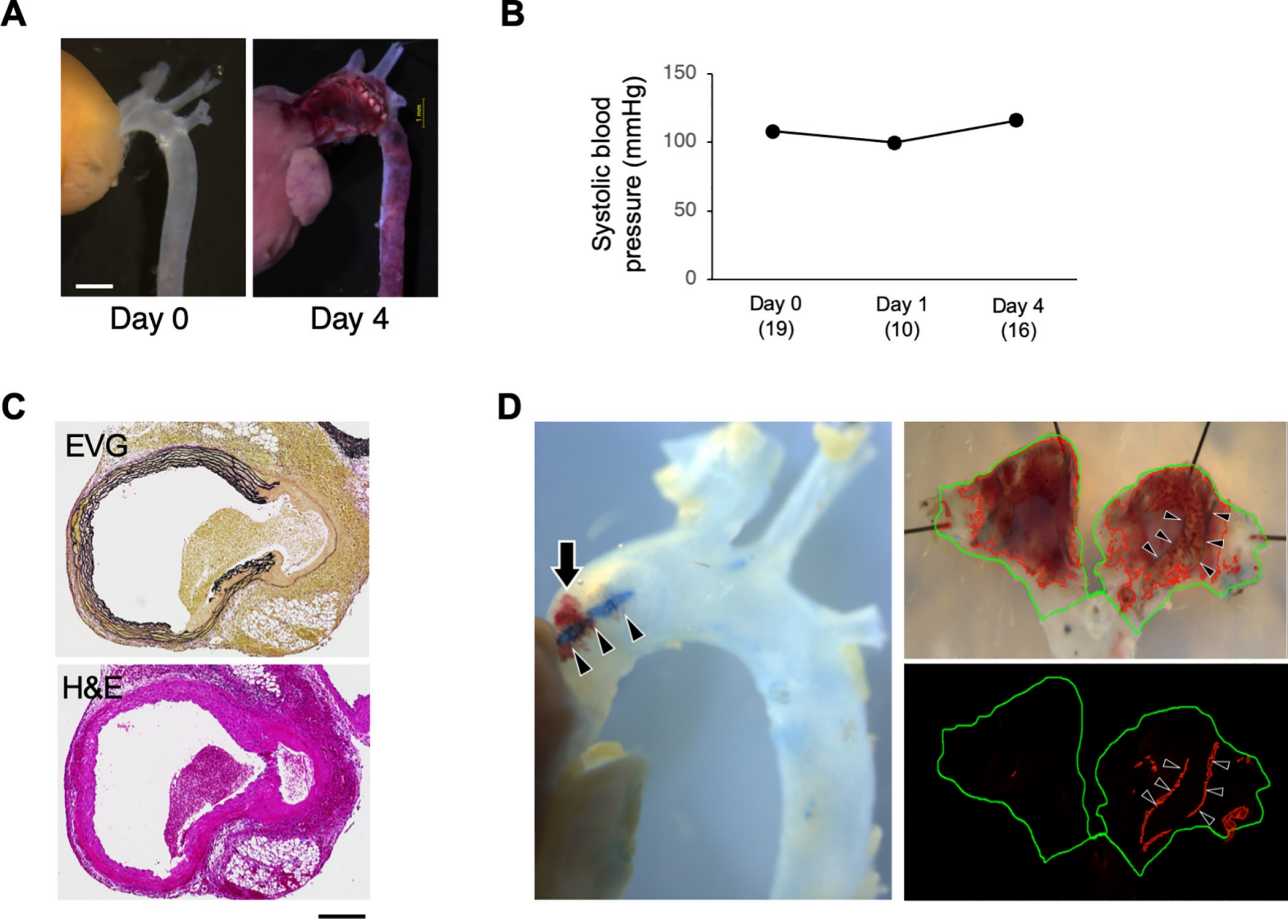
AD model by AngII administration. (A) Representative images are shown before (Control) and 4 days after starting AngII administration. Bar 1 mm. (B) Systolic blood pressure during the observational period. (C) Representative histological images with elastica van Gieson (EVG) and hematoxylin & eosin (H&E) staining 4 days after starting AngII administration. Bar 0.2 mm. (D) Evans blue-perfused aortae from WT mice 4 days after AngII infusion. Black arrow (left image): hematoma. Green line (upper and lower right images)s: area of ascending aorta. Red line (upper right image): area of hematoma. Arrowheads: Evans blue-stained tears in bright field images and red fluorescence in a dark field image.

To evaluate the localization of MRTF-A in mouse aorta, we performed immunofluorescence staining for MRTF-A and smooth muscle α-actin (SMA), a marker of smooth muscle cells (Fig 2A). MRTF-A staining was detected mainly in the medial layer and overlapped with part of SMA-positive smooth muscle cells in the aortic wall. AngII infusion induced MRTF-A protein expression mainly in the medial layer as demonstrated by immunofluorescence staining (Fig 2B). AngII-induced increase in MRTF-A expression was confirmed by western blotting (Fig 2C). To clarify the role of MRTF-A in AD model, we compared the AD phenotype in WT mice and MRTF-A knockout (MRTF-A-KO) mice (Fig 2D, Table 1). The incidence of AD in MRTF-A-KO mice (0.0%, n = 9) was significantly lower compared to WT mice (55.6%, n = 18; p<0.05). Quantitative analysis of hematoma and tear areas also demonstrated the significant suppression of AD phenotype in MRTF-A-KO mice (Fig 2E).

**Fig 2:**
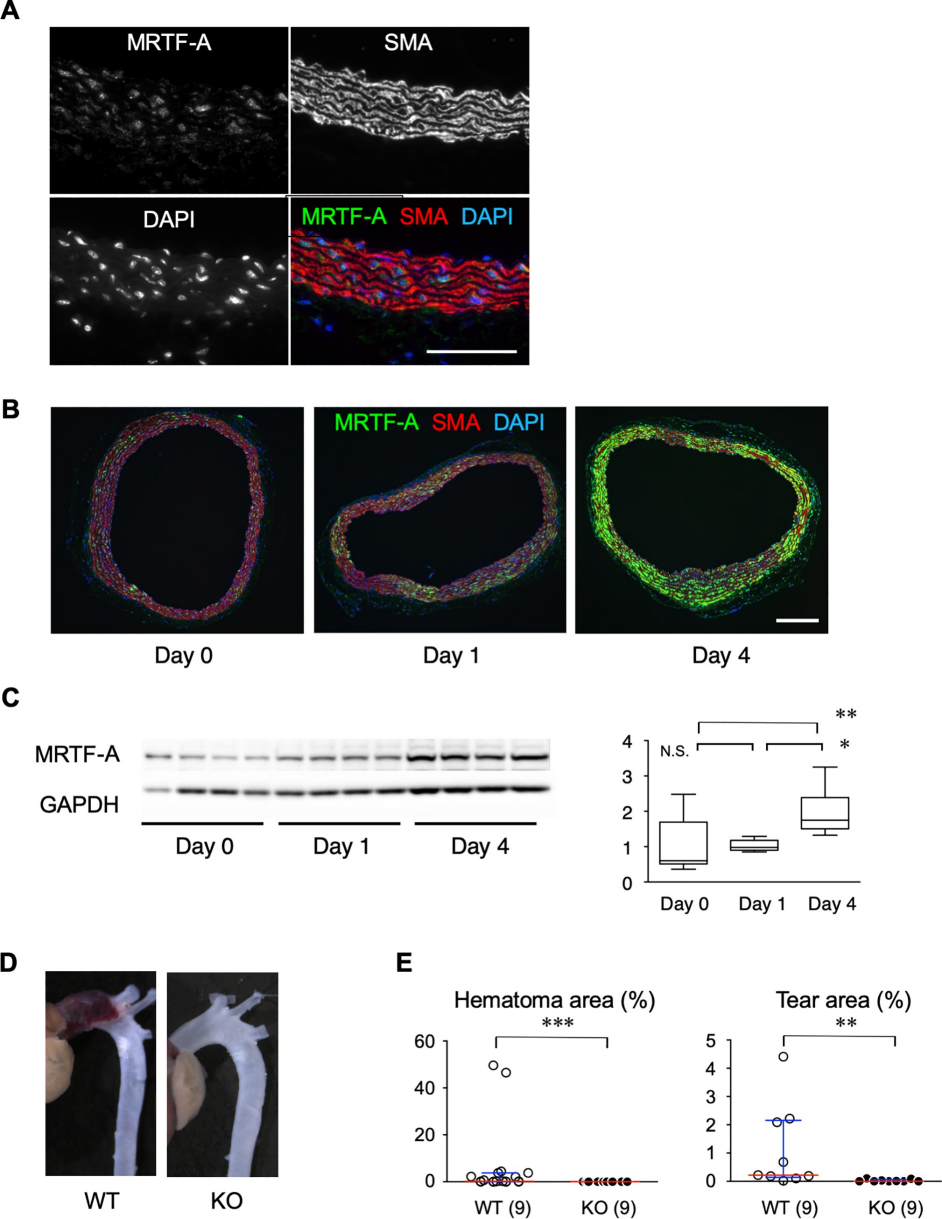
Protein expression and role of MRTF-A in AD model. (A) Ascending aortic sections were stained for MRTF-A, SMA and DAPI in WT mice 4 days after starting AngII administration. Bar 0.1 mm. (B) Immunofluorescence staining for MRTF-A and SMA with nuclear DAPI staining before, 1 day and 4 days after starting AngII infusion in WT ascending aorta. Bar 0.1 mm.(C) Immunoblot analysis for MRTF-A in the aortic tissue before, 1 day and 4 days after starting AngII infusion in WT ascending aorta. Representative immunoblot images and quantitative analysis are shown. Gapdh served as an internal loading control. (D) Representative images of aortas from WT and MRTF-A-KO mice AngII administered for 4 days. (E) Area ratio of hematomas and tears in the ascending aorta from WT or MRTF-A-KO mice. Red and blue bars indicate the medians and interquartile ranges, respectively. The numbers in parenthesis indicate the number of biological replicates. * P < 0.05, ** P < 0.01, *** P < 0.001.

**Table 1:** Incidence of AD in mouse model.

Genotype Intervention	WT AngII + DMSO	KO AngII + DMSO	WT AngII + CCG
Total (n)	18	9	8
AD (n)	10	0	2
AD (%)	55.6	0.0 **	25.0

The incidence of AD is shown for each experimental group.

** P < 0.01 compared with WT (AngII + DMSO) by Fisher's exact test.

### Role of MRTF-A in gene expression during AD development

To clarify the role of MRTF-A in AngII-induced aortic pathology, we performed transcriptome analysis of aortic tissues from WT and MRTF-A-KO mice with and without AngII. 

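Aortic RNA was measured on 12 arrays, each for 1 biological replicate, with 3 arrays in each of 4 groups. The groups were WT control (replicates 2, 4 and 5), MRTF-A-KO control (replicates 4, 6 and 8), WT AngII (replicates 2, 3 and 7) and MRTF-A-KO AngII (replicates 1, 6 and 7). MRTF-A-KO mice lack *Mrtfa*, which encodes the serum response factor cofactor MRTF-A, and AngII is angiotensin II. In the paper AngII was infused at 1 μg/kg/min for 1 day into male mice of 10 to 11 weeks, and the deposited labels give the time as 24 hours. The paper's methods name an RNeasy kit for RNA isolation, while the labels name TRIzol and an SV Total RNA kit. The arrays were 1-colour Agilent SurePrint G3 mouse arrays, on which dye-labelled RNA binds DNA probes and the brightness of a spot measures the transcript of its probe. The authors deposited the scanner output of each array, read with Agilent Feature Extraction, and a matrix of normalized intensities. In the scanner output, the background had been subtracted and the signal corrected for trends across the slide, and spots not above background carried a small substitute value. No normalization between arrays had been applied to it. The array had 55681 probes that were not controls. The share of spots well above background ranged from 53.4% to 55.3% in WT control (median 54.9%), from 55.1% to 55.8% in MRTF-A-KO control (median 55.4%), from 52.5% to 54.3% in WT AngII (median 53.7%) and from 54.2% to 55.3% in MRTF-A-KO AngII (median 54.9%). The 75th percentile of the signal ranged from 323 to 422 over the arrays, with group medians of 377, 324, 392 and 390 in the same order. No spot was saturated. Each array was scaled to its 75th percentile, the signals were put on a log2 scale, and spots of one probe were averaged. Probes were tested if they were well above background on every array of at least 1 group, which left 29746 probes with 21181 gene names. The groups were compared with limma in one model over all arrays, and the number of arrays limits the precision. The arrays lay on 2 slides. Slide 1 held both control groups and WT AngII replicates 2 and 3, and slide 2 held WT AngII replicate 7 and the 3 MRTF-A-KO AngII arrays. The comparison of MRTF-A-KO AngII with WT AngII therefore shared a slide in 1 WT array only, and the MRTF-A-KO control and MRTF-A-KO AngII groups lay on different slides. By the paper's methods, the WT mice came from a supplier, while the MRTF-A-KO line had been backcrossed to the same strain. Colony and remaining strain background therefore follow genotype in every comparison between genotypes.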

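The array lists *Mrtfa* under its older symbol *Mkl1*. Its brightest probe lies on chromosome 15 of mouse genome build mm9, from 80842711 to 80842770, and the files do not say which exon it matches. The log2 scaled signal was 11.24 ± 0.12 (SD, n = 3) in WT control, 9.92 ± 0.23 in MRTF-A-KO control, 11.04 ± 0.25 in WT AngII and 9.24 ± 0.29 in MRTF-A-KO AngII. Each MRTF-A-KO array lay below each WT array, and the probe was well above background on all of them. *Mkl1* fell by 1.32 on the log2 scale in MRTF-A-KO control against WT control (standard error 0.18, adjusted p = 0.0161, limma with Benjamini-Hochberg adjustment, range 0.00528 to 0.23 over the alternatives) and by 1.80 in MRTF-A-KO AngII against WT AngII (adjusted p = 0.00152). AngII left it within the spread of the WT arrays, with a log2 change of -0.20 (adjusted p = 0.41). The first of these comparisons did not pass without moderated variances or when any control array but MRTF-A-KO control replicate 8 was left out, while the log2 change stayed between -1.45 and -1.25. The second ranged from 0.000336 to 0.114 in adjusted p and failed without moderated variances only. That fit also used the arrays of the compared groups alone. A second probe of the gene fell by 1.33 and 1.82 in the same comparisons between genotypes. Of the genes that mark the sex of the mice, *Xist* was not well above background on any array, while *Ddx3y* and *Eif2s3y*, which lie on the Y chromosome, were well above background on all 12 arrays. *Kdm5d*, also on the Y chromosome, was near background and passed on 3 arrays only, 1 of WT control and 2 of MRTF-A-KO AngII.

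**Figure D1:**
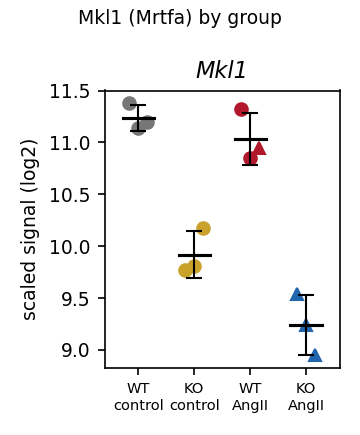
Log2 scaled signal of the brightest *Mkl1* probe on each of the 12 arrays by group, with bars for the mean and SD of 3 arrays. Circles mark slide 1, triangles mark slide 2, and each MRTF-A-KO array lies below each WT array.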

We performed the analysis at the first day of AngII administration before AD development to avoid the consequence of the catastrophic aortic wall destruction due to AD. We defined AD-related genes as those with significant changes by AngII (P < 0.05, fold change > 2 or < 0.5). 

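The same threshold was applied here to limma's moderated test without adjustment, and a gene was counted once in a direction if at least 1 of its probes passed. The statistics section of the paper names the Mann-Whitney test for 2 groups, for which the smallest two-sided p with 3 arrays against 3 is 0.1. Its text does not name the test used for the arrays. Complete separation of the groups was therefore counted as well. Between WT control and WT AngII, the 3 arrays of one group lay entirely above or below the other 3 for 51.1% of the tested probes, against 10% by chance. The share was 31.7% between WT AngII and MRTF-A-KO AngII, 24.6% between MRTF-A-KO control and MRTF-A-KO AngII and 18.0% between WT control and MRTF-A-KO control.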

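Under AngII, 818 genes were higher and 634 genes were lower in MRTF-A-KO than in WT aorta at the unadjusted threshold. With Benjamini-Hochberg adjustment over the tested probes, 550 genes were higher and 362 were lower. As a ratio, the number of higher genes moved most with the normexp correction in place of that of the scanner software, which gave 145 higher and 356 lower genes, so that the share of higher genes went from 56.3% to 28.9%. That share was 42.3% with quantile normalization, 42.6% with the authors' deposited matrix and 67.2% without a filter on dim probes.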

Among the AD-related genes, we further defined MRTF-A-regulate genes, as those with significant changes between WT and MRTF-A-KO (Fig 3A). Within the AngII-sensitive genes, approximately 6,000 genes were upregulated and 700 genes were downregulated (Fig 3B). 

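In the deposited scanner output, 1382 genes were higher and 1545 genes were lower in WT AngII than in WT control, as measured by 1631 and 1923 probes. With adjusted p-values the counts were 1217 and 1429. Among the alternatives set in advance, the normexp background correction moved them most, to 849 and 455 genes, and with it the share of higher genes rose from 47.2% to 65.1%. The genes with the largest rise that were well above background in both groups and lower in MRTF-A-KO AngII were *Has1*, *Il11*, *Ccl7*, *Ccl2* and *Prg4*. *Has1*, which encodes a hyaluronan synthase (chromosome 17, 17980413 to 17980472 in mm9), rose from 5.61 ± 0.26 to 11.74 ± 0.71 on the log2 scale (SD, n = 3), a change of 6.13 (standard error 0.38, adjusted p = 4.96e-05, limma). *Il11* rose by 5.79 (adjusted p = 0.000164) and *Ccl7* by 5.68 (adjusted p = 0.000198). *Prg4* rose by 5.52 (adjusted p = 0.00146) on its brightest probe and by 1.14 on its other probe. The corresponding genes with the largest fall were *Rab17*, *Cdh16*, *Inmt*, *Hhip* and *Capn3*. *Rab17* (chromosome 1, 92854900 to 92854959) went from 8.19 ± 0.33 to 5.04 ± 0.23, a change of -3.15 (standard error 0.29, adjusted p = 0.000203). The other genes fell by 2.79 to 2.94. *Capn3* fell by 2.79 on its brightest probe, while its other probe changed by -0.03.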

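Of the genes that rose with AngII in WT aorta, 510 (36.9%) were lower in MRTF-A-KO AngII than in WT AngII, and 4 were higher. Of the genes that fell, 552 (35.7%) were higher in MRTF-A-KO AngII and 3 were lower. With adjusted p-values in both comparisons, the overlaps were 308 and 396 genes. The 4 genes were *Chi3l1*, *Sdc4*, *Bcl2l15* and *Vsig4*, and the 3 were *Rgs6*, *Pou6f1* and a transcript without a gene symbol, all named after their values were seen. Both comparisons use the same WT AngII arrays, which by itself makes genes overlap. In 100 simulations without an effect of genotype, the overlap of raised genes had a median of 6 and reached 423, and that of lowered genes had a median of 4 and reached 140. The overlap of 4 genes that rose in both comparisons was reached or exceeded in 47 of the simulations. When slide was added to the model as a block, the overlaps were 195 and 290 genes, of which 176 and 239 were among the 510 and 552. The size of the AngII response that remained in MRTF-A-KO aorta was measured on genes chosen without the arrays they were measured on. In turn, 1 WT control and 1 WT AngII array were held out, genes were chosen on the other arrays, and the WT response was read from the held-out pair. Over the 9 such pairs, the median change of raised probes in MRTF-A-KO aorta was 32.9% ± 6.18 (SD) of that in WT aorta, with log2 changes of 0.42 and 1.32. For lowered probes it was 37.9% ± 4.36, with log2 changes of -0.39 and -1.05. The pairs share arrays and are not independent. Under the slide block, which rests on 1 WT AngII array, the percentages were 75.6% and 94.9%. There the slide term was the WT AngII array of slide 2 minus the slide 1 WT AngII array on which genes were chosen. The latter array therefore entered the MRTF-A-KO change as well. This raises the percentages by construction, so they do not measure the response that remained. For single genes, *Has1* differed by -4.30 on the log2 scale in MRTF-A-KO AngII from WT AngII (adjusted p = 0.000962, limma), *Il11* by -5.01 (adjusted p = 0.00148) and *Ccl7* by -4.70 (adjusted p = 0.00187). *Rab17* was higher by 2.71 (adjusted p = 0.00163) and *Cdh16* by 2.07 (adjusted p = 0.0118). *Prg4*, *Inmt* and *Hhip* passed the unadjusted threshold only, with adjusted p = 0.122, 0.0613 and 0.123. Under the slide block, *Ccl7*, *Rab17*, *Cdh16* and *Capn3* did not pass, with adjusted p = 0.0639, 0.0623, 0.26 and 0.155. Over their alternatives the ranges were 0.000249 to 0.114, 0.000683 to 0.107, 0.00808 to 0.26 and 0.002 to 0.155. *Has1* and *Il11* passed under the slide block and did not without moderated variances, with ranges from 0.000134 to 0.114 and from 2.21e-05 to 0.127.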

The effect of *Mrtfa* deletion was a partial suppression of the AngII-induced changes. In the absence of AngII challenge, approximately 350 genes were upregulated and 250 genes were downregulated by *Mrtfa* deletion (Fig 3C). These findings suggested that MRTF-A mediated part of AngII-induced changes in gene expression. 

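Between the 3 MRTF-A-KO and the 3 WT control arrays, which lay on the same slide, 400 genes were higher and 164 genes were lower in MRTF-A-KO. Adjustment for multiple testing left 37 and 17 genes. Without a filter on dim probes, 936 genes were higher and 352 were lower, the largest upward shift of both counts among the alternatives. Leaving out MRTF-A-KO control replicate 8 raised the number of higher genes to 719. The MRTF-A-KO control arrays then left, replicates 4 and 6, had high signals of thymocyte genes, which mark immature T cells of the thymus. The medians of these genes were 4.61 and 3.31 above the WT control mean, against 0.59 on replicate 8. Tissue taken along in these samples may account for some of the higher genes, and how many was not tested. Of the 400 genes, 102 were also higher and 47 were lower in MRTF-A-KO under AngII. Of the 164 genes, 38 were also lower and 5 were higher. These 5 were *6330403K07Rik*, *Kcnj9*, *Vmn2r80*, *Syt15* and *Gm10046*, named after their values were seen. Among genes that passed after adjustment, did not overlap and were well above background in both groups, those with the largest increase in MRTF-A-KO control were *Sdc4*, *Hddc3*, *Ccdc65*, *Galnt6* and *Prph*. *Sdc4*, which encodes the proteoglycan syndecan 4 (chromosome 2, 164251211 to 164251270 in mm9), was at 11.65 ± 0.62 against 8.77 ± 0.15 in WT control (SD, n = 3), a log2 difference of 2.88 (standard error 0.32, adjusted p = 0.00416, limma). The differences of the other 4 genes ranged from 1.55 to 1.98. Under the same conditions, the genes with the largest decrease were *Pou6f1*, *Esco1*, *Actg2*, *Tomm22* and *Fam18a*. *Pou6f1* (chromosome 15, 100405891 to 100405950) was at 4.97 ± 0.28 against 8.83 ± 0.28, a difference of -3.86 (standard error 0.21, adjusted p = 2.84e-05). *Tomm22* (chromosome 15, 79503096 to 79503155) differed by -1.77 with the same adjusted p, and *Actg2*, which encodes smooth muscle gamma actin, by -1.81 (adjusted p = 0.00579). The brightest probe of *Esco1* differed by -1.95, while its other probes differed by 1.20 and 1.75 in the opposite direction. *Pou6f1*, *Tomm22*, *Ccdc65*, *Galnt6* and *Prph* lie on chromosome 15, as does *Mkl1*.

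**Figure D2:**
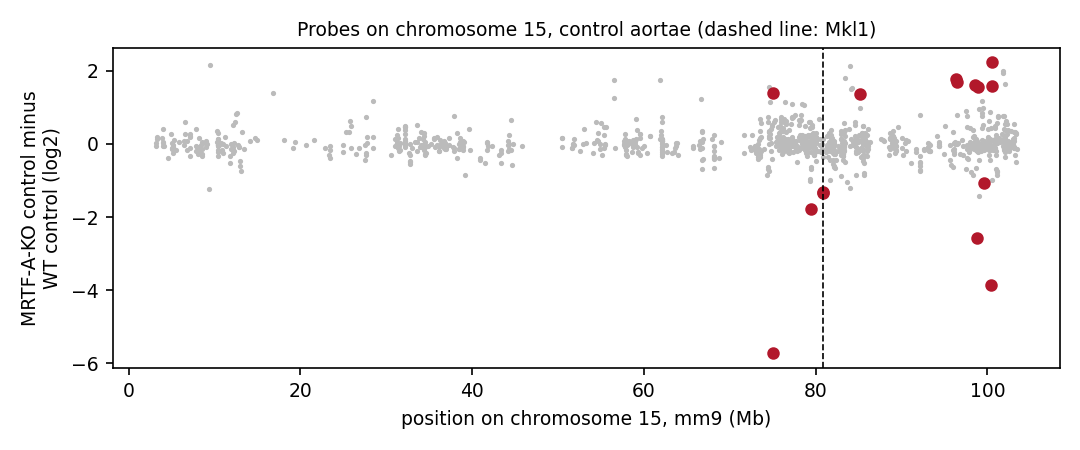
Log2 difference between MRTF-A-KO control and WT control (3 arrays each) for the tested probes of chromosome 15, against their position in mm9 in megabases. The dashed line marks *Mkl1*, and the point near 100 Mb with a difference of -3.86 is *Pou6f1*.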

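Whether the response to AngII differed by genotype was tested directly, as the change with AngII in MRTF-A-KO aorta minus that in WT aorta. After Benjamini-Hochberg adjustment (limma, n = 3 per group), the response was lower for 65 genes and higher for 51 genes. *Il6* passed (adjusted p = 0.00579), but it was not well above background on any control array, so the size of the difference is not given. *Has1*, *Il11* and *Ccl7* also passed, with adjusted p = 0.0266, 0.0379 and 0.0363. At an unadjusted p, 1882 and 2991 genes differed. The adjusted counts were sensitive to single arrays. Without WT AngII replicate 7, 326 and 291 genes passed, and without WT control replicate 2, 3 and 0 genes passed, with 1798 and 2711 genes at an unadjusted p. With slide as a block, 2 genes passed in the lower direction, *Rab20* and *Socs3*, named after their values were seen, and 0 in the higher direction, with 846 and 1568 genes at an unadjusted p. The paper counts the genes that changed with AngII and those among them that differed between WT and MRTF-A-KO under AngII (Fig 3B). It also counts the genes that differed between WT and MRTF-A-KO without AngII (Fig 3C). It describes the effect of the deletion as a partial suppression. From these findings, the paper proposes that MRTF-A mediated part of the change in gene expression caused by AngII.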

We performed the gene annotation enrichment analysis for the selected genes using Database for Annotation, Visualization and Integrated Discovery (DAVID) [17]. 

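The annotation terms of DAVID were not used here. In their place, lists of inflammation, chemokine and interleukin ligand, angiogenesis and apoptosis genes were tested, with 1 probe per gene. The lists were written from general knowledge before the array data were seen, but with the paper and its S1 Table and S2 Table at hand. Of the 83 inflammation genes tested, 37 are in a gene list of S1 Table, as are 16 of 35 ligands, 8 of 60 angiogenesis genes and 6 of 70 apoptosis genes, so the tests, and the counts over each list alone, are not independent of the study's own choice. Well above background on all WT control arrays were 68, 28, 56 and 69 of these genes in the same order. The median inflammation gene rose by 1.59 on the log2 scale with AngII in WT aorta, and 73 of 83 genes rose (adjusted p = 4.20e-15, limma's camera test with a preset correlation of 0.01). Under AngII, the median gene was at -1.24 in MRTF-A-KO against WT (adjusted p = 3.53e-17). The ligands rose by a median of 1.41 (adjusted p = 1.55e-07) and were at -1.25 in MRTF-A-KO (adjusted p = 6.41e-10). Without WT AngII replicate 2, the medians of the ligands were 0.77 and -0.73, and without a filter on dim probes 0.23 and -0.19, and all of these passed. Apoptosis genes rose by 0.29 (adjusted p = 0.000611) and were at -0.10 (adjusted p = 0.00784). Angiogenesis genes rose by 0.25 (adjusted p = 0.0103), and their median of -0.08 in MRTF-A-KO did not pass (adjusted p = 0.0752). It passed with slide in the model (adjusted p = 0.0259), without a filter (0.00885) and in a fit of the compared groups (0.0488), within a range from 0.00885 to 0.182 over the alternatives. All 4 lists also passed the rotation test fry in WT, and all but the angiogenesis list in MRTF-A-KO against WT. With the correlation between genes estimated from the data, none of them passed, and the lowest adjusted p was 0.12. Among single inflammation genes, 53 changed with AngII in WT after adjustment over all tested probes and 56 when adjusted over the list alone. Between genotypes under AngII, the numbers were 32 and 50. For the ligands they were 20 and 20 with AngII and 17 and 22 between genotypes, for angiogenesis 28 and 30, then 12 and 17, and for apoptosis 34 and 37, then 10 and 12. Of the inflammation genes, 37 (44.6%) rose with AngII and were lower in MRTF-A-KO AngII at the paper's threshold, against 2.24% of the other tested genes (two-sided Fisher's exact test, adjusted p = 1.08e-36 over 32 tests). The share was 45.7% for ligands (adjusted p = 2.87e-16), 15.0% for angiogenesis (9 genes, adjusted p = 4.47e-05) and 7.14% for apoptosis (adjusted p = 0.0611). The apoptosis genes, named after their values were seen, were *Birc5*, *Casp4*, *Hmox1*, *Myc* and *Ripk3*. Genes are not independent replicates, and both comparisons share the WT AngII arrays. On single arrays, the inflammation list median was 2.46, 1.61 and 0.88 above the WT control mean in WT AngII replicates 2, 3 and 7. It was 0.36, 0.37 and 0.26 in MRTF-A-KO AngII replicates 1, 6 and 7, which share slide 2 with WT AngII replicate 7. With slide in the model, the difference between genotypes was -0.51 (adjusted p = 6.25e-10, the highest over the alternatives, whose lowest was 1.27e-24).

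**Figure D3:**
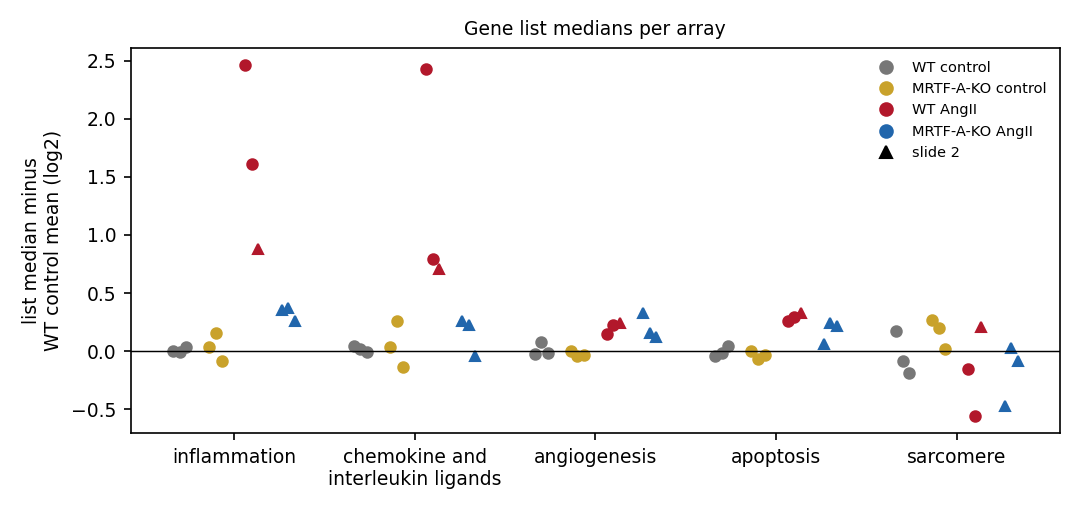
Median log2 difference from the WT control mean over the genes of each list, with 1 point per array, coloured by group, circles for slide 1 and triangles for slide 2. The inflammation list lies between 0.88 and 2.46 in WT AngII and between 0.26 and 0.37 in MRTF-A-KO AngII.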

The DAVID analysis revealed that AngII-induced, MRTF-A-dependent genes were highly enriched for inflammatory response, angiogenesis and cell death (Table 2). 

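A list of sarcomere and myofibril genes written in the same way had 48 tested genes, of which 4 are in a gene list of S1 Table and 44 were well above background on all WT control arrays. Their median changed by -0.12 on the log2 scale with AngII in WT aorta, while their mean changed by 0.11, so the sign depended on the summary (adjusted p = 0.571, camera). In MRTF-A-KO AngII against WT AngII the median was 0.15 and the mean -0.09 (adjusted p = 0.636). That median was -0.19 under the slide block. After adjustment, 14 of the genes changed with AngII both over all tested probes and adjusted over the list alone, and 5 and 4 differed between genotypes. Of the 48 genes, 2 (4.17%), *Mybpc2* and *Tcap*, named after their values were seen, fell with AngII and were higher in MRTF-A-KO AngII, against 2.60% of the other tested genes (two-sided Fisher's exact test, adjusted p = 0.476). A list of 44 genes of the contractile apparatus of smooth muscle, 2 of them in S1 Table and all of them well above background in WT control, fell by a median of 0.30 with AngII in WT aorta (adjusted p = 0.000696, camera, and 0.0297, fry). It was at 0.26 in MRTF-A-KO AngII against WT AngII (adjusted p = 0.00423, camera, and 0.123, fry). From the WT control mean, its median was at -0.59 and -0.26 in the WT AngII arrays of slide 1 and at -0.10 in that of slide 2. The MRTF-A-KO AngII arrays, all on slide 2, were at -0.36, 0.01 and -0.05, so no difference between genotypes was seen within that slide. With estimated correlations neither passed. Adjusted over the list alone, 13 and 3 genes changed, against 14 and 4 over all probes, and 2 genes, *Ppp1r12b* and *Synpo2*, also named after their values were seen, passed the paper's threshold in both comparisons. *Myh11*, the myosin heavy chain of smooth muscle, fell by 0.79 with AngII in WT (adjusted p = 0.0045, limma, n = 3) and was higher by 0.62 in MRTF-A-KO AngII (adjusted p = 0.0339). *Mylk* fell by 0.83 (adjusted p = 0.0026) and was higher by 0.52 (adjusted p = 0.0498). Under the slide block, these differences between genotypes did not pass, with adjusted p = 0.539 for *Myh11* (range 0.0127 to 0.539 over the alternatives) and 0.514 for *Mylk* (range 0.0307 to 0.514). *Acta2*, which encodes smooth muscle actin, changed by -0.14 and 0.12 (adjusted p = 0.305 and 0.444).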

AngII-suppressed, MRTF-dependent genes were enriched for myofibril and muscle organ development (Table 3), although the enrichment scores were not as high as the AngII-induced genes.

**Fig 3:**
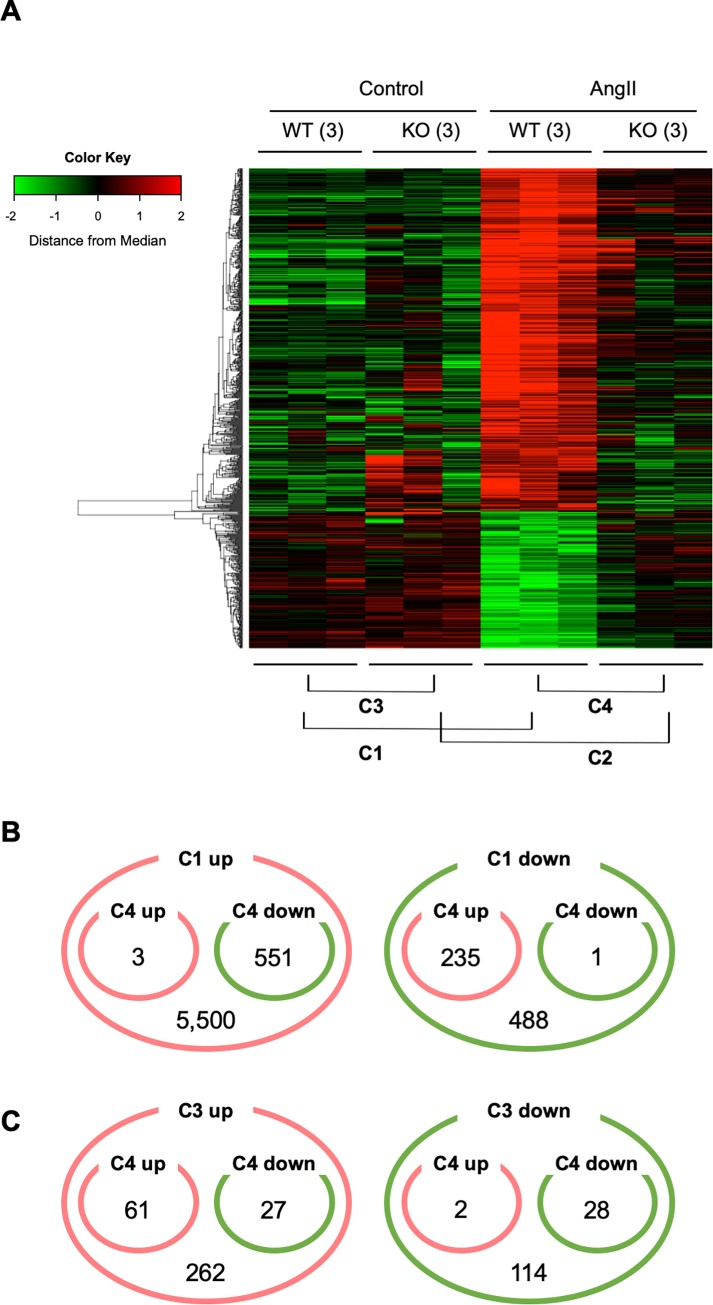
Transcriptome analysis of ascending aorta. (A) The result of hierarchical clustering analysis is shown for AngII- and MRTF-A-regulated genes by the heat map. The samples are from WT or MRTF-A-KO mice with or without AngII infusion for 1 day. The numbers in parenthesis indicate the number of biological replicates. Each gene is color-coded by red and green colors for the induction and the suppression, respectively, from the median. Comparison 1 (C1); without (Control) and with AngII in WT, Comparison 2 (C2); Control and AngII in MRTF-A-KO, Comparison 3 (C3); WT and MRTF-A-KO in Control, Comparison 4 (C4); WT and MRTF-A-KO in AngII. Comparison 2 was not used for further analysis. (B, C) Diagrams indicate number of genes with significant expression changes in each comparison as indicated in panel A. The numbers of upregulated (up) and downregulated (down) genes are shown.

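Over all tested probes, replicate arrays correlated (Pearson, across probes) between 0.991 and 0.992 in WT control, 0.980 and 0.987 in MRTF-A-KO control, 0.980 and 0.989 in WT AngII and 0.983 and 0.989 in MRTF-A-KO AngII. The first principal component held 44.9% of the variance. The WT AngII arrays lay between 64.3 and 92.2 on it, the MRTF-A-KO AngII arrays between -10.7 and 12.9, and the control arrays of both genotypes between -56.5 and -30.4. The second component held 12.5%, and MRTF-A-KO control replicate 4 lay farthest out on it, at -56.9.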

**Table 2:** Down-regulated annotation clusters in MRTF-A-KO.

**Annotation Cluster 1 (18.28)**	**Annotation Cluster 10 (6.33)**
inflammatory response	blood vessel morphogenesis
defense response	Angiogenesis
immune response	vasculature development
**Annotation Cluster 2 (16.15)**	**Annotation Cluster 11 (5.73)**
response to cytokine	leukocyte chemotaxis
cellular response to cytokine stimulus	positive regulation of leukocyte migration
cytokine-mediated signaling pathway	chemokine-mediated signaling pathway
**Annotation Cluster 3 (11.13)**	**Annotation Cluster 12 (5.44)**
leukocyte migration	cytokine biosynthetic process
cell chemotaxis	cytokine metabolic process
leukocyte chemotaxis	regulation of cytokine biosynthetic process
**Annotation Cluster 4 (10.82)**	**Annotation Cluster 13 (5.43)**
defense response	cell activation
response to external stimulus	leukocyte activation
response to biotic stimulus	Hemopoiesis
**Annotation Cluster 5 (9.24)**	**Annotation Cluster 14 (5.37)**
regulation of cell proliferation	apoptotic process
cell proliferation	cell death
positive regulation of cell proliferation	programmed cell death
**Annotation Cluster 6 (7.46)**	**Annotation Cluster 15 (5.30)**
immune effector process	positive regulation of tumor necrosis factor superfamily cytokine production
regulation of immune response	positive regulation of tumor necrosis factor production
leukocyte mediated immunity	regulation of tumor necrosis factor superfamily cytokine production
**Annotation Cluster 7 (7.16)**	**Annotation Cluster 16 (5.20)**
regulation of chemokine production	regulation of cell communication
chemokine production	regulation of signaling
positive regulation of chemokine production	regulation of signal transduction
**Annotation Cluster 8 (7.06)**	**Annotation Cluster 17 (5.12)**
cytokine production	myeloid leukocyte activation
regulation of cytokine production	regulation of leukocyte mediated immunity
positive regulation of cytokine production	regulation of myeloid leukocyte mediated immunity
**Annotation Cluster 9 (6.69)**	
Hemopoiesis	
leukocyte differentiation	
immune system development	

Gene annotation enrichment analysis was performed for the genes with lower expression in MRTF-A-KO aorta compared to wild-type (WT) aorta, among the AngII-induced genes.

**Table 3:** Up-regulated annotation clusters in MRTF-A-KO.

**Annotation Cluster 1 (2.72)**
contractile fiber part
Myofibril
contractile fiber
**Annotation Cluster 2 (2.21)**
muscle organ development
skeletal muscle tissue development
skeletal muscle organ development
**Annotation Cluster 3 (2.08)**
alkali metal ion binding
T-tubule
Sarcolemma

Gene annotation enrichment analysis was performed for the genes with higher expression in MRTF-A-KO aorta compared to wild-type (WT) aorta, among the AngII-suppressed genes.

### Role of MRTF-A in aortic wall inflammation and apoptosis

As the transcriptome analysis suggested that MRTF-A regulates the inflammatory response that plays a central role in AD pathogenesis [3, 4], we performed quantitative analysis of inflammatory cytokines by qRT-PCR in aortic tissue (Fig 4). 

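On the arrays, *Il6* was measured by a probe on chromosome 5 (30346367 to 30346426 in mm9). It was not well above background on any control array of either genotype. Its log2 scaled signal was 11.77 ± 0.70 (SD, n = 3) in WT AngII and 5.69 ± 0.79 in MRTF-A-KO AngII. Set against the lowest signal well above background, *Il6* was at least 206-fold higher with AngII in WT (adjusted p = 5.28e-06, limma) and at least 2.99-fold higher in MRTF-A-KO (adjusted p = 0.00948). For such bounds, the dim group's signal on each array was replaced by the lowest signal among probes well above background, where that was higher. The 2 AngII groups differed by -6.08 on the log2 scale (standard error 0.41, adjusted p = 0.000105, range 4.61e-06 to 0.107 over the alternatives, the highest without moderated variances). The rise in MRTF-A-KO had adjusted p = 0.217 when slide was in the model, the highest of a range that began at 0.00408 over the alternatives. With the normexp correction the rise was 0.685 on the log2 scale (adjusted p = 0.18, limma). That correction adds an offset of 50 to the signal, which shrinks the change of a dim probe by construction. It therefore cannot decide whether the rise holds, and the bound of 2.99-fold was taken from the main setting only. *Ccl2* (chromosome 11, 81850650 to 81850709) was at 7.61 ± 0.03 in WT control, 7.53 ± 1.03 in MRTF-A-KO control, 13.22 ± 0.82 in WT AngII and 8.75 ± 1.11 in MRTF-A-KO AngII. It rose by 5.61 in WT (adjusted p = 0.000388), while its change of 1.22 in MRTF-A-KO was within the spread between replicates (adjusted p = 0.327). The AngII groups differed by -4.47 (adjusted p = 0.00403). The difference between the 2 responses to AngII was -4.39 (adjusted p = 0.0633). Between the AngII groups, *Ccl2* did not pass under the slide block (adjusted p = 0.12, range 0.00105 to 0.137 over the alternatives). *Tnf* was well above background on only 1 WT AngII array and was not tested. *Stat3* transcript rose by 0.86 with AngII in WT (adjusted p = 0.000812) and differed by -0.71 between the AngII groups (adjusted p = 0.00722, range 0.00224 to 0.196 with the highest under the slide block).

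**Figure D4:**
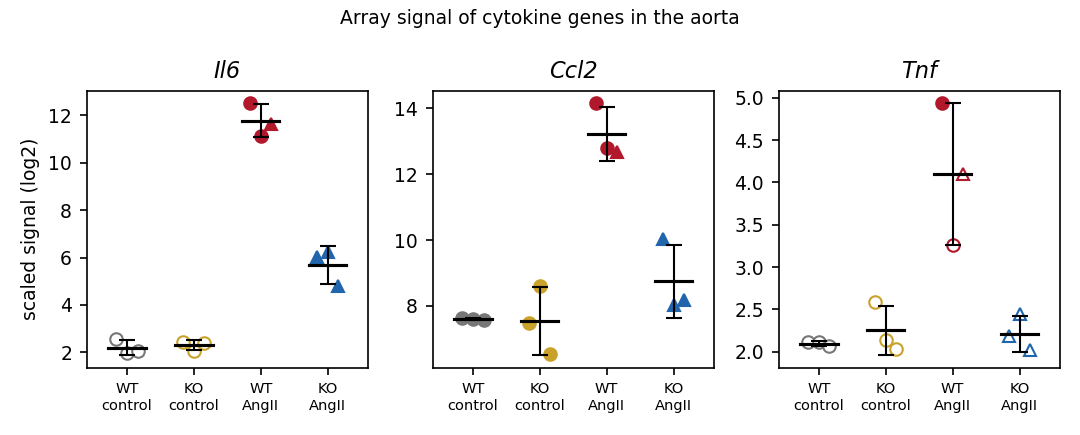
Log2 scaled signal of *Il6*, *Ccl2* and *Tnf* on each array by group, with bars for the mean and SD of 3 arrays. Filled points are well above background and open points are not, circles mark slide 1 and triangles slide 2. *Il6* is open on all control arrays, and *Ccl2* has a mean of 13.22 in WT AngII and 8.75 in MRTF-A-KO AngII.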

The mRNA expressions of *Il6* and *Ccl2* were induced by 1 day of AngII infusion in WT aorta, while this response was not observed in MRTF-A-KO mice (Fig 4A). AngII challenge did not significantly alter *Tnf* expression, although MRTF-A-KO aorta showed lower *Tnf* expression in the presence of AngII. AngII-induced and MRTF-A-dependent inflammatory response was also demonstrated at the protein level by the western blotting for activated (phosphorylated) Stat3 (Fig 4B and 4C). At the tissue level, infiltration of CD45-positive inflammatory cells was demonstrated near the site of intimal tear at day 4 of AngII infusion (Fig 4D).

**Fig 4:**
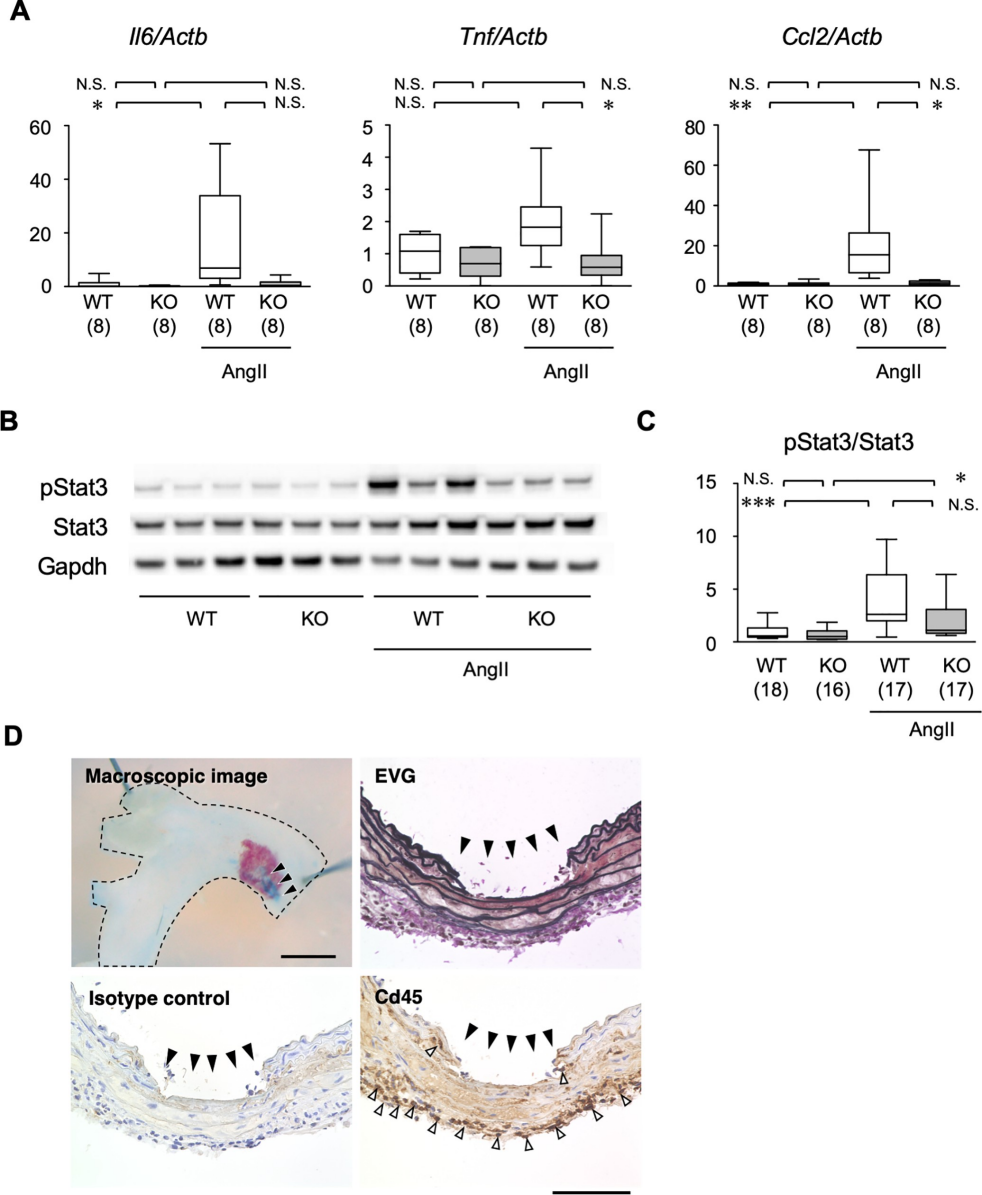
Inflammatory response in mouse AD model. (A) mRNA expressions were examined by qRT-PCR for *Il6*, *Tnf* and *Ccl2*, and normalized by *Actb*. The samples were obtained from WT or MRTF-A-KO mice with or without AngII administration for 1 day. (B, C) Protein expressions were examined by western blotting for pStat3, Stat3 and Gapdh. Representative images (B) and quantitative analysis (C) of western blotting are shown. The samples were ascending aortae from WT or MRTF-A-KO mice with or without AngII administration for 1 day. The numbers in parenthesis indicate the number of biological replicates. * P < 0.05, ** P < 0.01, *** P < 0.001, N.S. not significant. (D) Macroscopic and histological images are shown with EVG staining and Cd45 immunohistochemical staining along with the isotype control. Dotted line in the macroscopic image demarcates the aortic tissue. Aortic samples were obtained at day 4 of AngII infusion. Black and white arrowheads indicate the intimal tear and Cd45-positive staining, respectively. Bar 0.1 mm.

We next focused on apoptosis that may participate in AD pathogenesis [19]. We performed TUNEL staining to detect the double strand break of DNA, a marker of apoptotic cells, in WT or MRTF-A-KO aorta before, 1 day and 4 days after AngII infusion (Fig 5A). TUNEL-positive cells were not observed in either WT or MRTF-A-KO aortic tissue before AngII infusion. WT aortic tissue exhibited TUNEL-positive cells in the intimal and medial layers at day 1, and at the site of intimal tear at day 4 of AngII infusion, whereas MRTF-A-KO aorta did not. Double fluorescence labeling with cell type markers revealed the TUNEL staining colocalized with endothelial cell marker Cd31 and smooth muscle cell marker SMA (Fig 5B).

**Fig 5:**
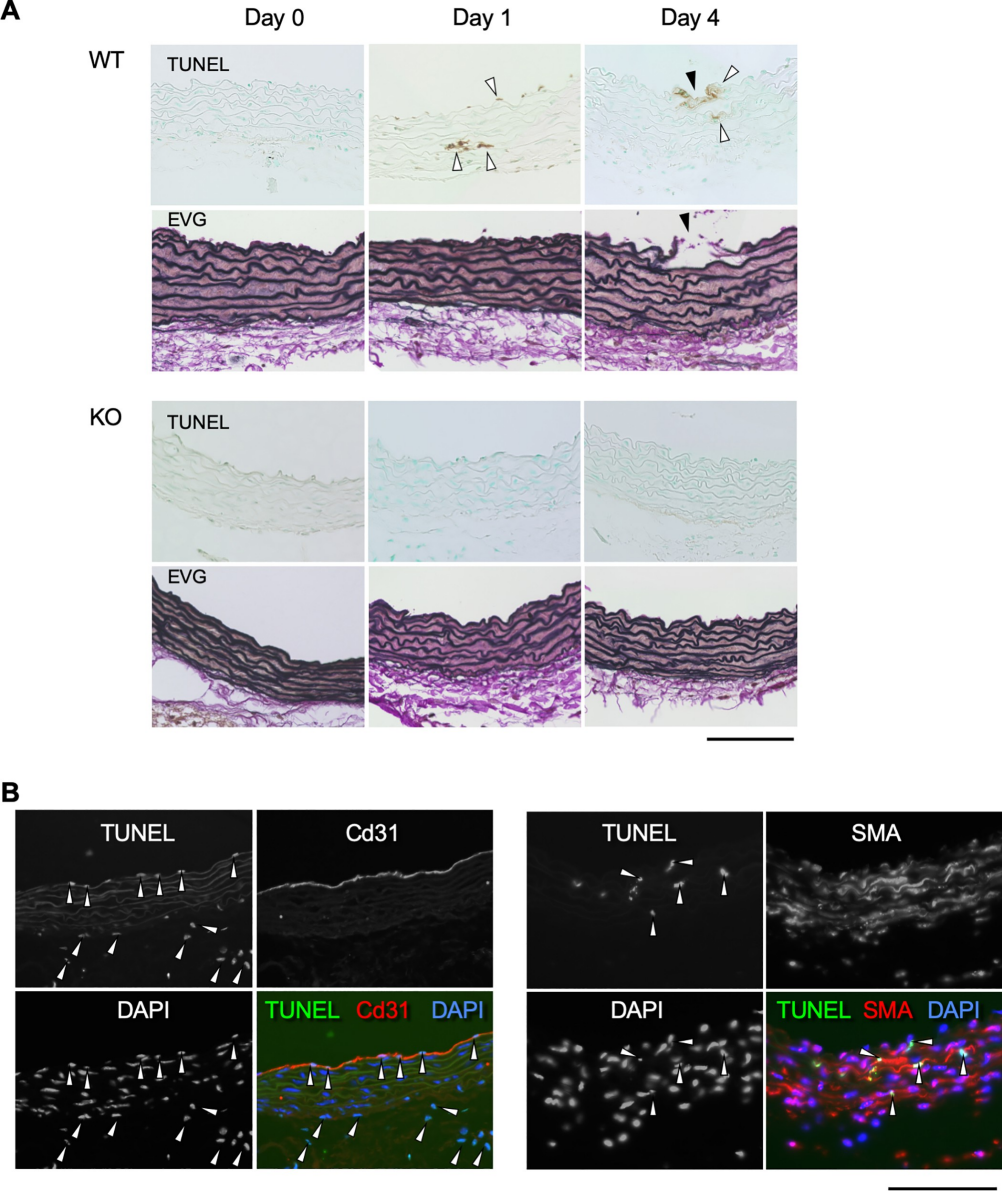
Apoptosis in mouse AD model. (A) Representative histological images are shown with TUNEL and EVG staining. The samples are from WT or MRTF-A-KO mice before (Control) and 1–4 days after starting AngII administration. White arrowheads indicate TUNEL-positive cells. Black arrowheads indicate the tear. (B) Immunofluorescence staining for Cd31, SMA, TUNEL and DAPI on ascending aortae are shown from WT mice 1 day after AngII administration. White arrowheads indicate TUNEL-positive nuclei. Bars 0.1 mm.

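On the arrays, *Myc* (chromosome 15, 61821417 to 61821476 in mm9) had a log2 scaled signal of 5.66 ± 0.34 (SD, n = 3) in WT control, 5.79 ± 0.63 in MRTF-A-KO control, 9.92 ± 0.55 in WT AngII and 7.41 ± 0.65 in MRTF-A-KO AngII. With AngII it rose by 4.26 in WT (standard error 0.41, adjusted p = 0.000221, limma). In MRTF-A-KO it rose by 1.61, and the 3 AngII arrays lay above the 3 control arrays, but the rise did not pass after adjustment (adjusted p = 0.0984). The AngII groups differed by -2.52 (adjusted p = 0.00674). The responses of the genotypes to AngII differed by -2.64, which did not pass after adjustment over all probes (adjusted p = 0.0702). Over the alternatives, the adjusted p of the difference between AngII groups ranged from 0.00128 to 0.141. It was 0.111 with slide as a block and 0.0509 in a fit of the 2 groups alone.

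**Figure D5:**
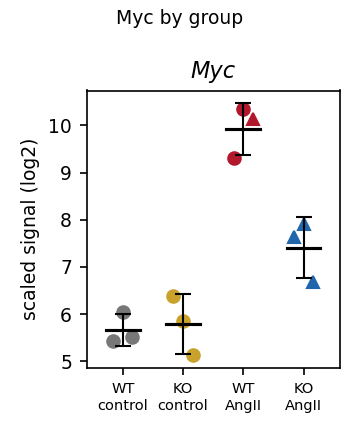
Log2 scaled signal of *Myc* on each of the 12 arrays by group, with bars for the mean and SD of 3 arrays, circles for slide 1 and triangles for slide 2. The WT AngII mean of 9.92 lies above the MRTF-A-KO AngII mean of 7.41, and both lie above the control means.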

To better characterize the MRTF-A-dependent inflammation and apoptosis, we examined the protein expression of Myc, a well-characterized regulator of apoptosis [20], as *Myc* mRNA expression was induced by AngII in an MRTF-A-dependent manner in our transcriptome analysis. Western blotting revealed that Myc protein was induced by AngII infusion in WT aorta, and to the lesser extent in MRTF-A-KO aorta (Fig 6A and 6B), suggesting that Myc induction by AngII was partly mediated by MRTF-A. Double fluorescence labeling revealed the colocalization of TUNEL staining and Myc expression (Fig 6C), consistent with the notion that Myc regulates apoptosis pathway [20]. Tissue localization of TUNEL positive cells in the aortic medial layer was closely correlated with the Il6 expression in the adventitial layer (Fig 6D).

**Fig 6:**
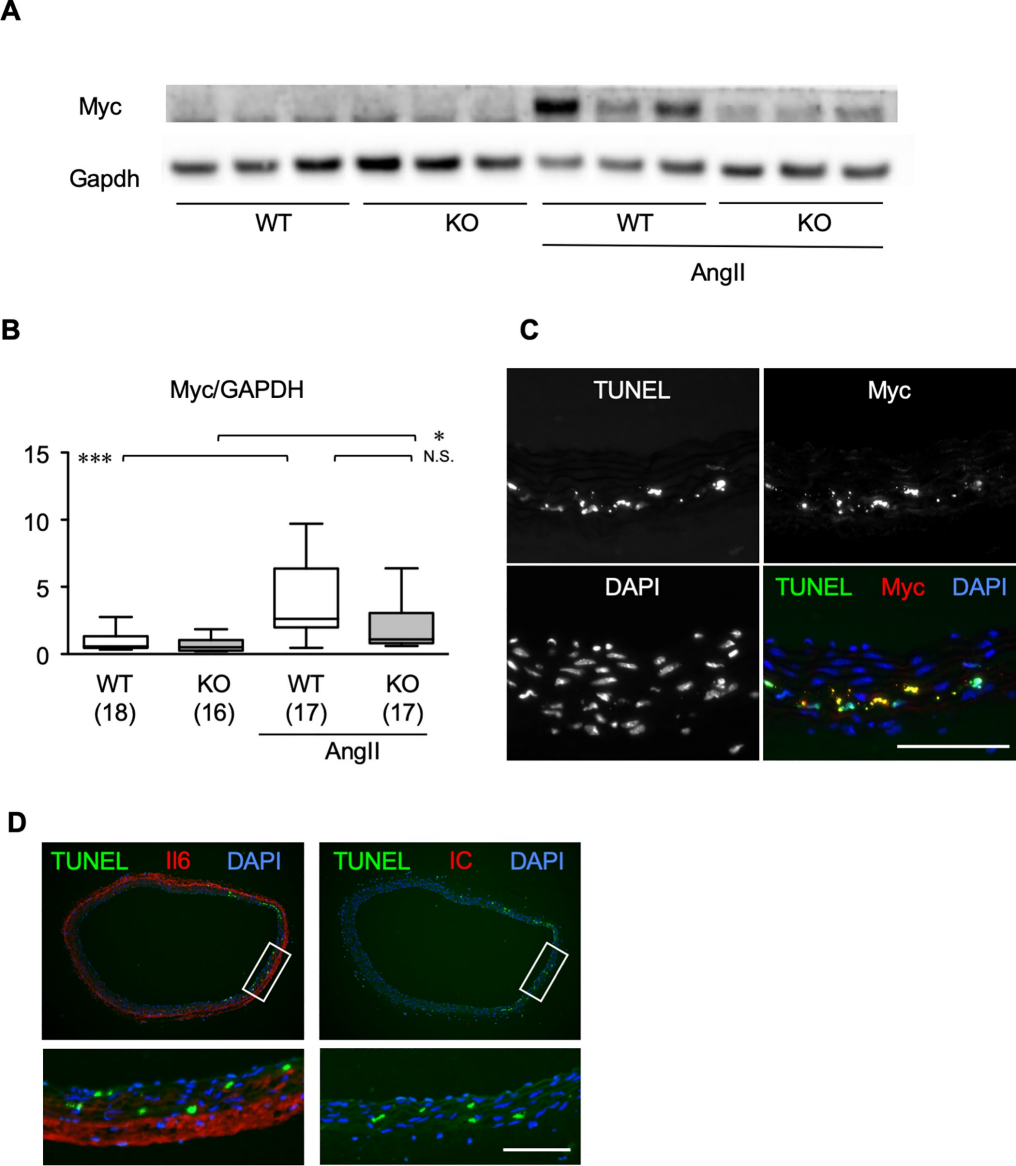
Myc and apoptosis in mouse AD tissue. (A, B) Protein expressions are shown by western blotting for Myc and Gapdh. Representative images (A) and quantitative analysis (B) are shown using ascending aortae from WT or MRTF-A-KO mice with or without AngII administration for 1 day. The numbers in parenthesis indicate the number of biological replicates. * P < 0.05, *** P < 0.001 compared with WT control. (C) Fluorescence staining for Myc, TUNEL, and DAPI on ascending aorta are shown from WT mice 1 day after AngII administration. (D) Fluorescence stainings are shown for Il6 and TUNEL in mouse aorta 1 day after starting AngII administration. Staining with rabbit IgG isotype control (IC) is also shown. White rectangles correspond to the magnified images at the bottom of the panels. Bar 0.1 mm.

### Pharmacological MRTF-A inhibition in AD

The results thus far indicated that MRTF-A promotes AD development. Recently, CCG-203971, a specific inhibitor of MRTF-A-dependent transcription [14], has been reported to prevent the adverse tissue remodeling during inflammatory conditions [21]. To test the effect of the acute MRTF-A inhibition and to explore the clinical implication of our findings, we examined the effect of pharmacological MRTF-A inhibition on the AD model by treating WT mice with CCG-203971. The difference in the prevalence of AD between CCG-203971-treated group and vehicle-treated group did not reach statistical significance (Fig 7A, Table 1). CCG-203971 significantly suppressed the area of intramural hematoma by AD, whereas its effect on the tear area did not reach statistical significance (Fig 7B). AngII infusion caused induction of *Il6* and *Ccl2*, which was not observed in mice treated with CCG-203971 (Fig 7C). On the other hand, CCG-203971 did not significantly alter the appearance of TUNEL-positive cells at day 1 of AngII infusion (Fig 7D). These results indicated that pharmacological inhibition of MRTF-A by CCG-203971 partially suppressed AD phenotype.

**Fig 7:**
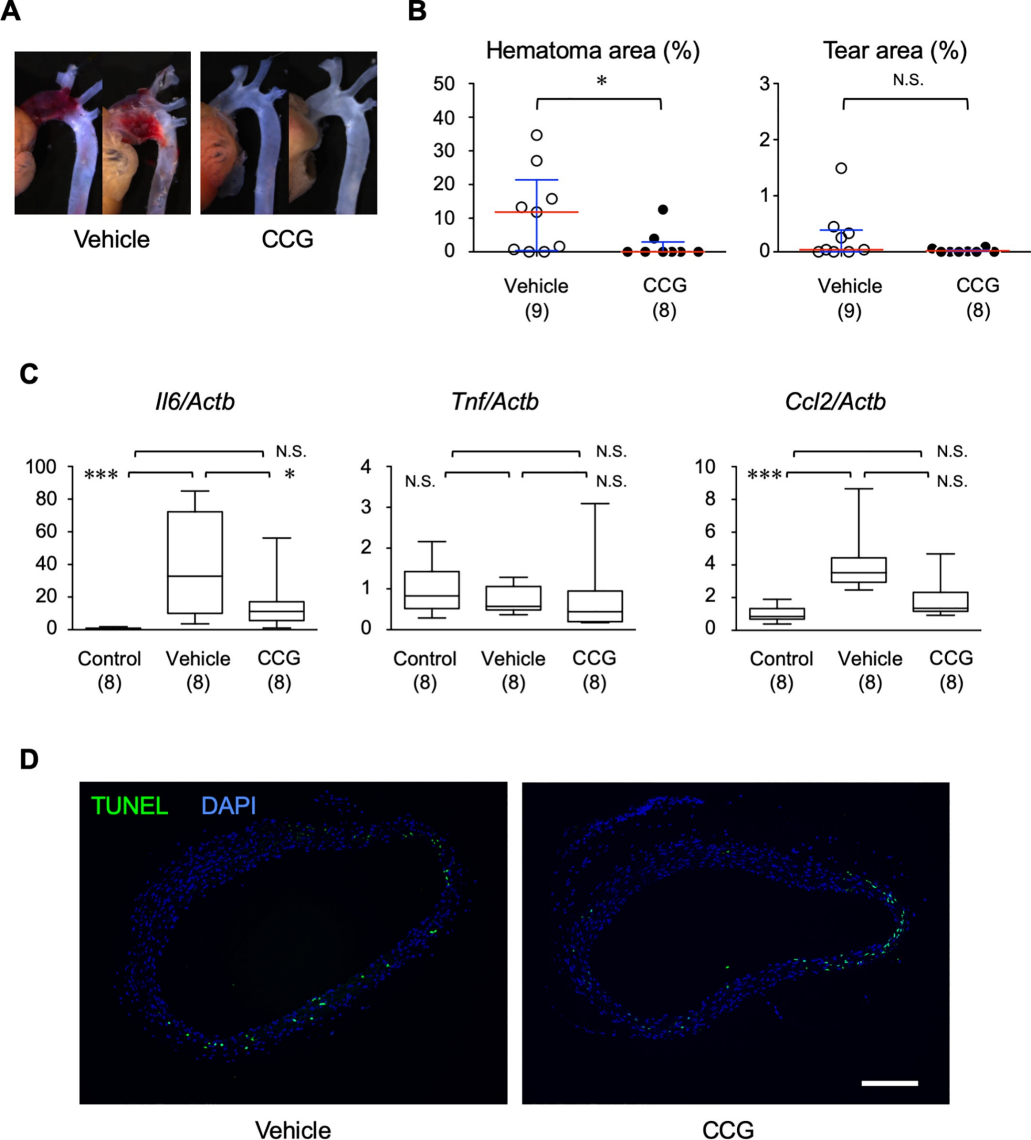
Pharmacological inhibitor of MRTF-A suppressed aortic dissection. Hematomas and tears in the ascending aorta from WT mice with vehicle (DMSO) or CCG-203971 treatment 4 days after starting AngII infusion. Representative images (A) and quantitative analysis for the hematoma and the tear (B) are shown. Bar 1 mm. Red and blue bars indicate the medians and interquartile ranges, respectively. (C) mRNA expressions were examined by qRT-PCR for *Il6*, *Tnf* and *Ccl2*, and normalized by *Actb*. The samples were obtained from WT with AngII administration for 1 day with or without CCG-203971 treatment. The numbers in parenthesis indicate the number of biological replicates. * P < 0.05, *** P < 0.001. N.S. not significant. (D) TUNEL and DAPI staining of aortic samples with AngII administration for 1 day with or without CCG-203971 treatment. Bar 0.1 mm.

## Discussion

The main finding in this study was that MRTF-A mediates inflammatory and apoptotic responses, and promotes AD development by AngII challenge. The inflammatory and apoptotic responses occurred at day 1, as indicated by the gene expression and histological analyses. Because the appearance of aortic wall tear, as detected by the Evans blue perfusion, occurred at day 4 of AngII infusion, inflammatory and apoptotic responses likely precede AD development. The involvement of MRTF-A in AD pathogenesis was further supported by the fact that CCG-203971, an inhibitor of MRTF-A, prevented the AngII-induced AD development. As recent studies indicated the involvement of inflammatory response [5, 6, 22, 23] and apoptosis [19, 24] in AD pathogenesis, these data suggested that MRTF-A promotes AD by regulating inflammatory and apoptotic responses.

Proinflammatory molecules, including secreted cytokines and chemokines, and intracellular signaling molecular including Stat3 and NFκB play critical roles in AD pathogenesis [4–6, 23, 25].[19] These molecules are activated by, and regulate the expression of cytokines such as Il6 and chemokines such as Ccl2 to orchestrate the behavior of resident cells including smooth muscle cells and infiltrating inflammatory cells [5, 23, 26]. Consistent with this notion, we found MRTF-A regulate expression of *Il6* and *Ccl2*, and infiltration of Cd45-positive inflammatory cells in the AD model. On the other hand, a previous report described that Cd45-positive cells appeared only sparsely at the late stage of AngII-induced aortopathy [18]. This apparent discrepancy may be explained by the fact that we observed specifically at the site of intimal tear whereas the previous report seems to show the aortic tissue without apparent tear. These findings suggest that spacio-temporal analysis of cellular dynamics would be required to understand the molecular pathogenesis of AD.

Apoptosis of aortic cells, mainly SMCs, is observed both in human AD and mouse model of AD [24], and tightly coupled with the phenotype of AD in mouse model [19, 27, 28]. Causative involvement of apoptosis in aortopathy was demonstrate by the suppression of SMC apoptosis and thoracic aortic aneurysm by a caspase inhibitor in a mouse model of Marfan syndrome [29]. These findings support the notion that pro-inflammatory and pro-apoptotic responses are the central biological process in pathogenesis of AD. Consistent with this notion, we observed TUNEL-positive apoptotic cells in aortic media appeared at the same time with adventitial expression of Il6. On the other hand, while the localizations of apoptotic cells and Il6 expression were close to each other, they did not overlap. Therefore, a molecular and cellular network is likely to underlie the manifestation of apoptosis and inflammation as a stress response in AD pathogenesis [19]. The findings we obtained by MRTF-A inhibition suggest that pro-inflammatory and pro-apoptotic function is the basis of the MRTF-A-mediated AD development.

The role of MRTF-A in adverse cardiovascular remodeling is consistent with previous reports [10–12, 30]. Mechanistically, MRTF-A is regulated by dynamics of actin cytoskeleton [31] to transduce neurohumoral and mechanical stimuli to the stress response [12]. In this regard, it is noteworthy that genetic abnormalities of SMC cytoskeletal and contractile proteins predispose the patients to AD [32]. Although it is unclear how mutations in cytoskeletal and contractile protein genes lead to AD development, current results suggest that abnormality in actin-dependent regulation of MRTF-A might be one of the mechanisms for the AD susceptibility.

The biological process under the control of MRTF-A seems context-dependent. MRTF-A is reported to mediate pro-inflammatory signal in various cell types including vascular SMCs [10], macrophages [33], and glomerular mesangial cells [34]. In the context of diseases, MRTF-A is pro-inflammatory in atherosclerosis [11, 35], liver injury [36], and inflammatory bowel disease [37]. On the other hand, MRTF-A exerts anti-inflammatory effect in pulmonary arterial SMCs [38]. MRTF-A is neuroprotective in ischemic cerebral injury possibly by inhibiting neuronal apoptosis [39, 40]. MRTF-A also prevents myocardial cell apoptosis [41]. Within the context of anticancer drug doxorubicin effect, MRTF-A can either cell-protective [42] or cell-toxic [43]. Of note, MRTF-A promotes atherogenesis by promoting macrophage survival and proliferation, and inflammatory response [35], exemplifying the complex role of MRTF-A and the relationship between inflammation and apoptosis.

Our data demonstrated that acute pharmacological inhibition of MRTF-A was effective in preventing AD. This finding suggests that MRTF-A plays an acute role in AD development, probably by promoting inflammation and apoptosis as discussed above. While MRTF-A protein was induced by AngII at day 4, AngII-induced *Il6* and *Ccl2* expressions were suppressed at day 1 by *Mrtfa* deletion or CCG-203971. Therefore, AngII is likely to activate MRTF-A both at the expression and functional levels. Whether MRTF-A is the trigger of AD initiation or the promoter of AD development awaits further study to delineate the chronological and functional sequence of the molecular events during AD development. Although our findings suggest that MRTF-A inhibition is a potential therapeutic opportunity for AD, the AD-inhibiting effect of CCG-203971 was not as complete as *Mrtfa* deletion. This may be due to the insufficient inhibition of MRTF-A by CCG-203971 during AD development. Alternatively, whole body *Mrtfa* deletion may developmentally alter the function of cells and tissue [44–46], which may affect AD pathogenesis. In addition, prevention of AD in the clinical situation is highly challenging. The annual incidence of AD in the general population is only 6 in 100,000, and prediction of AD is currently difficult, if not impossible [47]. Those who with genetic predisposition to AD, including Marfan syndrome, Loeys-Dietz syndrome and other forms of familial thoracic aortic aneurysm/dissection, may benefit from MRTF-A inhibition for preventing the development of life-threatening AD. However, even for the high risk population of AD, care should be taken for prophylactic chronic MRTF-A inhibition, because the function and its (patho)physiological role of MRTF-A seem context-dependent. Indeed, MRTF-A may play a protective role in neuronal and myocardial ischemia [30, 39, 40, 48, 49]. Another potential opportunity is the acute inhibition of MRTF-A after AD development to prevent further tissue destruction. For the MRTF-A inhibition therapy to realize, the role of MRTF-A needs to be clarified in the context of complex molecular and pathological changes during tissue destruction after AD onset.

In conclusion, our data demonstrated that MRTF-A promoted AD development possibly by activating proinflammatory and proapoptotic pathway. Further study for clarifying the cell type- and disease context-dependent function of MRTF-A would be essential for understanding the pathogenesis of AD, and for the development of preventive, diagnostic and therapeutic strategies for this fatal disease.

## Supporting information

S1 Fig Aortic morphology of mice implanted with saline-filled osmotic minipumps. No obvious aortopathy was observed. Bar 1 mm.
(TIFF) Click here for additional data file.

S2 Fig Images of western blotting. Images of whole membranes: Membranes are shown for western blotting in Figs 2C, 4B and 6A. Red rectangles indicate the area that were used in corresponding figures. MW; molecular weight marker, LC; loading control. Detection of Myc band: Myc antibody revealed multiple bands in western blotting. True band was determined as the main band in lysate of proliferating smooth muscle cells. Bands with identical molecular weight were also observed in aortic tissue lysate with AngII stimulation, but not in that without AngII. Because *Myc* was induced by AngII, we concluded that the AngII-dependent bands was a true band of Myc, as indicated by arrowheads.
(TIFF) Click here for additional data file.

S1 Table Gene annotation enrichment analysis. The table contains Entrez Gene IDs in the comparison groups shown in Fig 3B and 3C, and the results of the gene annotation enrichment analysis.
(XLSX) Click here for additional data file.

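The first sheets of S1 Table list Entrez Gene IDs, numbers that identify genes in a public catalogue, for each overlap of comparisons. A gene is listed once for each of its probes. For the genes raised by AngII in WT and lower in MRTF-A-KO AngII, the paper's list has 614 entries for 553 unique genes. The probes were matched to these IDs by RefSeq transcript, and otherwise by gene name, through a table of mouse genes (assembly GRCm38.p6, used for names only), which matched 56.4% of the probes. Of the 553 genes, 538 were found on the array, 472 were tested here and 393 (71.1%) passed the threshold in the same probe and directions. Of those tested, 468 changed in the paper's directions in both comparisons. For the genes lowered by AngII in WT and higher in MRTF-A-KO AngII, the paper's list has 235 unique genes, of which 199 were tested and 188 (80.0%) passed here. Without AngII, 61 of the paper's genes were higher in MRTF-A-KO in both comparisons, of which 51 were tested and 44 passed, and 28 were lower in both, of which 27 were tested and 20 passed. The enrichment sheets of S1 Table were held only in part and were not used here.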

S2 Table Genes in annotation clusters. The table contains Entrez Gene IDs and descriptions of genes in the annotation clusters obtained by the gene annotation enrichment analysis of the comparison groups shown in Fig 3B and 3C.
(XLSX) Click here for additional data file.

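An annotation cluster is a group of functional terms that share many genes, formed by DAVID so that related terms are not counted as separate results. S2 Table gives, for the clusters obtained from the gene lists of S1 Table, which of the listed genes carry the terms of each cluster. Its genes were therefore chosen on the arrays described in the results, and membership in the table is not a measurement made apart from them.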

How the deposited data were processed for this re-analysis (not part of the article)

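Gene expression was measured in aortic tissue of both genotypes, infused with AngII or not, on 12 Agilent 1-colour mouse arrays, 3 for each of 4 groups. Each array was assigned to its group and replicate from its deposited label. The authors deposited the scanner output of each array as intensity per spot, extracted with Feature Extraction 10.7.1.1. According to the headers of these deposited files, the background had been subtracted, the signal corrected for trends across the slide and for its multiplicative part, and low signals replaced by small positive values. No normalization between arrays had been applied. The authors also deposited a matrix of normalized intensity, whose values show quantile normalization on a linear scale. The software behind it is not stated in the paper's text, and it was used as an alternative only. Its 12 columns of detection calls were not used here.

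The processed signal of each array was divided by the array's 75th percentile, brought to a common scale, put on a log2 scale and averaged over the spots of a probe. No spot was saturated, and 1495 spots over all arrays carried an outlier mark of the scanner software and were left out, except on the authors' matrix. A probe was tested if it was well above background on every array of at least 1 group, which held for 29746 of 55681 probes. The signal of the remaining probes could not be told from background in any whole group, which limits what could be tested. For arrays, the number of replicates limits the precision.

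All comparisons were fitted in R 4.3.3 with limma 3.58.1, with data.table 1.17.8 for reading the files. One linear model with the 4 groups was fitted over the arrays, with moderated variances. Adjusted p-values are Benjamini-Hochberg values over the tested probes, from limma unless another test is named. The comparisons were WT AngII against WT control, MRTF-A-KO AngII against MRTF-A-KO control, MRTF-A-KO control against WT control, MRTF-A-KO AngII against WT AngII, and the difference between the responses of the genotypes to AngII. Genes were counted at the paper's threshold, an unadjusted p under 0.05 and a fold change above 2 or under 0.5. The difference between the responses was counted at an adjusted p under 0.05 without a limit on the fold change. The counts of overlaps require the same probe to pass in both comparisons. The procedure was tested on simulated data with 29746 probes, of which 200 were changed in WT AngII. At the unadjusted threshold 98.5% of the changed probes and 0.542% of the unchanged ones were called, and after adjustment 91.5% of the changed probes were called. All simulated changes exceeded the limit on the fold change, and the noise was drawn independently for each probe. These rates therefore do not carry over to smaller changes or to probes that vary together.

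Genes named in the text are those the paper names and, for each of 4 groups of genes, the 5 with the largest fold change that passed after adjustment, did not overlap between groups and were well above background in both groups. For the first 2 groups these conditions applied to the comparison of WT AngII with WT control, and between the AngII groups only the paper's threshold was required. The groups were genes raised by AngII in WT and lower in MRTF-A-KO AngII, genes lowered by AngII and higher in MRTF-A-KO AngII, and genes higher or lower in MRTF-A-KO control. Names that are only clone or predicted-gene identifiers were skipped. A gene's value is that of its brightest probe. Other genes are named where a count was 5 or fewer, and the text says so. Probe positions are in mouse genome build mm9. Probes were matched to Entrez Gene IDs by RefSeq transcript and otherwise by gene name, through a table for assembly GRCm38.p6.

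Lists of genes were written from general knowledge before the data were examined, but after the paper, S1 Table and S2 Table had been seen. They covered inflammation, chemokine and interleukin ligands, angiogenesis, apoptosis, sarcomere, cell cycle, interferon response and the contractile apparatus of smooth muscle. Marker lists covered B cells, brown fat, white fat, cardiomyocytes, endothelium, erythroid cells, fibroblasts, macrophages, mature T cells, mesothelium, nerve and Schwann cells, neutrophils, skeletal muscle, smooth muscle and thymocytes. The lists share some genes, such as those of mature T cells and thymocytes or of sarcomere and striated muscle. Lists were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation.

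The alternatives were the normexp background correction with an offset of 50, quantile normalization, the authors' matrix, no filter on dim probes, a filter on all arrays, slide as a block, a fit of the compared groups only, a fit without moderated variances, non-overlapping groups in place of p, a trended and robust variance model, 1 probe per gene, a floor of 10 on the signal, adjusted p, probes in place of genes, and leaving out each array. They were chosen before the data were examined, except for other thresholds on the response of WT aorta to AngII. The fit without moderated variances also used the compared groups only, so it makes both changes at once. Experiments of the paper other than the arrays were not analysed here.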

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

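Slide as a block was among the alternatives set in advance, but the tests of a difference between slides as the source were chosen only after the results were seen.

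The response to AngII differed between the genotypes for 65 genes in the lower direction in MRTF-A-KO and for 51 in the higher direction (limma, adjusted p), and this difference between groups calls for a closer look. In 100 assignments of genotype within each treatment, the real one included, 4 gave as many genes, and the other 3 gave 240, 164 and 118. The share is under 0.05, but a false assignment adds real differences between genotypes to the residual variance, which lowers its count and favours the real assignment. Chance as the source is therefore not firmly excluded by this test. The result depended on single arrays. Without WT control replicate 2, 3 genes passed in the lower and 0 in the higher direction, and without WT AngII replicate 7 the numbers were 326 and 291. Slide and genotype overlap among the AngII arrays, since the MRTF-A-KO AngII arrays lie on slide 2 with 1 WT AngII array. When slide was a block, 2 genes passed, *Rab20* with -2.07 and *Socs3* with -3.92 on the log2 scale, named after their values were seen, and 0 in the higher direction, against 846 and 1568 at an unadjusted p. The block rests on a single WT AngII array and leaves little precision, so a difference between slides and one between genotypes cannot be told apart for the remaining genes. Among probes raised on the WT AngII arrays of slide 1, the mean of the MRTF-A-KO AngII arrays was at a median of -0.556 from the WT AngII array of the same slide, and each MRTF-A-KO AngII array was below it, at -0.37, -0.678 and -0.568. A difference between slides therefore may not account for all of it, but a single WT array shows no spread. A composition of the MRTF-A-KO control samples that differed from the others, described among the other observations, stays open as well, since those arrays enter the comparison. The deletion of *Mrtfa* is the biological explanation that the design offers, and the array data leave it open. Purchased WT mice were set against a backcrossed MRTF-A-KO line, so colony and remaining strain background follow genotype and stay open too.

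In MRTF-A-KO aorta, 235 genes rose and 333 fell with AngII at the paper's threshold. The paper did not use this comparison further, so the signal lies in data that it did not analyse. After adjustment, 46 and 27 genes passed. Each of the groups lay on a slide of its own, so the comparison also follows the slide, and of the 10 splits of these 6 arrays, 1 gave as many genes, the real one, which also follows the slides. The next largest split gave 398 genes. With 10 splits, chance cannot be excluded at 0.05. When slide was a block, estimated from the WT AngII arrays, 1141 genes passed at the unadjusted threshold. Among them were 111 of the 235 genes that rose and 146 of the 333 that fell. 1 array carries the estimate, and AngII and slide cannot be told apart in these groups. Without MRTF-A-KO control replicate 8, 606 genes fell, and without MRTF-A-KO AngII replicate 6, 366 rose. The response to AngII that remains without MRTF-A stays among the open explanations.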

How the results depend on the processing

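Of the alternatives in this part, the other thresholds on the response of WT aorta to AngII (p alone, fold change alone, and both without a filter or on the authors' matrix) were chosen only after the results were seen. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. For the difference between the responses of the genotypes, a fit of 2 groups and non-overlapping groups do not apply, a fit of all groups without moderated variances was not run, and the lists were not run under settings that only count genes. When an array is left out, a group has 2 arrays, and limma pools the variance over all groups.

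Under the alternatives set in advance other than leaving out an array, 104 counts stayed within 1.5 times their value and 50 did not. Leaving out an array gave 63 within and 27 outside. Of the list results, 87 stayed on their side of the threshold and 3 came to pass it. The median of the sarcomere list, which passed under no alternative, changed sign between the AngII groups to -0.19 with the slide block. For named genes, 1713 results kept both, 85 no longer passed, 16 came to pass and 2 reversed, and leaving out an array gave 998, 48, 10 and 0. Fits without moderated variances, which also used the compared groups only, gave 39 of those that no longer passed. The slide block gave 18 and the moderated fit of the compared groups 12.

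The 2 that reversed were of *Esco1*, whose next brightest probe was at 1.75 in MRTF-A-KO control against WT control and at 1.26 between the AngII groups. The cause was not tested.

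With the normexp background correction, AngII raised 849 and lowered 455 genes in WT and raised 91 and lowered 79 in MRTF-A-KO. Between genotypes, 141 genes were higher and 51 lower without AngII, and 145 higher and 356 lower with AngII. The overlaps were 306 and 82 genes, of which 295 and 82 were among those of the main setting, and the responses differed for 131 and 97 genes. Quantile normalization gave 544 genes higher between the AngII groups and an overlap of lowered genes of 347, and the authors' matrix an overlap of 353. The normexp offset of 50 shrinks changes of dim probes by construction, so fewer of them pass a limit on the fold change. How far it accounts for the normexp counts, and the cause of the other changes, were not tested.

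Without a filter on dim probes, more genes were tested. In MRTF-A-KO, AngII raised 577 and lowered 775, without AngII 936 were higher and 352 lower between genotypes, and with AngII 1701 were higher. The responses differed for 3 and 0 genes, with 2293 and 3802 at an unadjusted p (limma), and the angiogenesis list between the AngII groups came to pass at -0.15 (adjusted p = 0.00885, range 0.00885 to 0.182). With the filter on all arrays, fewer genes were tested. AngII lowered 965 in WT, raised 136 and lowered 133 in MRTF-A-KO, 210 were higher and 75 lower without AngII, 405 were higher with AngII, and the overlap of lowered genes was 285.

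With slide as a block, AngII raised 501 and lowered 640 genes in MRTF-A-KO, 321 were lower between the AngII groups, the overlaps were 195 and 290, and the responses differed for 2 and 0 genes, with 846 and 1568 at an unadjusted p (limma). The angiogenesis list came to pass at -0.10 (adjusted p = 0.0259), and at -0.077 in the fit of the compared groups only (adjusted p = 0.0488). The response that remained in MRTF-A-KO was 75.6% for raised and 94.9% for lowered probes. These percentages are raised by construction, since an array on which genes were chosen also enters the MRTF-A-KO change there. The cause of the other changes was not tested. Without moderated variances, AngII raised 145 and lowered 176 genes in MRTF-A-KO, 226 were higher and 99 lower without AngII, 402 were lower with AngII and the overlap of raised genes was 318. The trended and robust variance model gave 117 and 95 genes with differing responses. With adjusted p, which is stricter by construction, AngII raised 46 and lowered 27 genes in MRTF-A-KO, 37 were higher and 17 lower without AngII, 362 were lower with AngII and the overlap of raised genes was 308. For the variance models the cause was not tested.

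For AngII in WT, p alone gave 4770 and 6039 genes. Without a filter, fold change alone gave 2146 and 2619, and p alone 5163 and 6971. On the authors' matrix without a filter, fold change alone gave 2539 raised genes, and p alone 5560 and 6544. Dropping a limit or the filter lets more genes pass by construction.

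Each array of the groups compared was left out in turn. AngII then raised 1200 to 1582 and lowered 1473 to 1827 genes in WT. In MRTF-A-KO it raised 272 to 366 and lowered 308 to 606. Leaving out a WT array instead gave 227 to 246 raised genes in MRTF-A-KO. Without AngII, 342 to 719 genes were higher and 121 to 226 lower between genotypes, and with AngII 729 to 1086 were higher and 552 to 902 lower. The overlaps ranged from 426 to 756 and from 472 to 798. The responses differed for 3 to 326 genes in the lower and 0 to 291 in the higher direction. The lowest values were reached without WT control replicate 2, with 1798 and 2711 genes at an unadjusted p (limma), and the highest without WT AngII replicate 7. The count of 719 came without MRTF-A-KO control replicate 8, as did 606, and 366 without MRTF-A-KO AngII replicate 6. Without replicate 8, the MRTF-A-KO control arrays left were replicates 4 and 6, which had high thymocyte genes. The inflammation list stayed between 1.34 and 2.14 with AngII in WT and between -1.65 and -0.84 between the AngII groups. The ligand list ranged from 0.77 to 2.03 and from -1.62 to -0.73, with 0.77 and -0.73 without WT AngII replicate 2, and without a filter on dim probes it was at 0.23 and -0.19. The angiogenesis list ranged from -0.17 to -0.029 between the AngII groups and passed only without MRTF-A-KO AngII replicate 6 (adjusted p = 0.0466). The sarcomere list ranged from -0.26 to 0.20 and from -0.02 to 0.28, changing sign in both comparisons. The response that remained was 25.2% to 40.5% for raised and 33.1% to 43.6% for lowered probes. The cause was not tested.

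Arrays have no counts, and the tests are limited by the signal over background, which 29746 probes passed.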

Differences from the paper's values

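The paper reports approximately 6000 genes raised by AngII in WT aorta, while 1382 were counted here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. Settings chosen after seeing the values did: p alone without a limit on the fold change gave 4770 genes, the same without a filter on dim probes 5163, and the same on the authors' matrix without a filter 5560. The lowered genes were then 6039, 6971 and 6544. The paper reports 700 genes lowered by AngII, while 1545 were counted here. Of the alternatives set before the data were examined, only the filter on all arrays came within the limit, with 965 genes, and the other 19 did not.

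For genes lower in MRTF-A-KO control than in WT control, the paper's text gives 250 and 164 were counted here. Of the alternatives set before the data were examined, quantile normalization (189), the authors' matrix (188), no filter (352), probes in place of genes (176) and leaving out WT control replicate 5 (171), MRTF-A-KO control replicate 6 (226) or 8 (223) came within the limit, and the other 13 did not. The numbers in the paper's diagram add up to about 140 in Fig. 3C, read by eye, which does not differ from the value here, and a floor on the signal gave 144.

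For genes lowered by AngII in WT and higher in MRTF-A-KO AngII, the paper's list has 235 genes and 552 were counted here. Of the alternatives set before the data were examined, quantile normalization (347), the filter on all arrays (285) and slide as a block (290) came within the limit, and the other 20 did not. For genes lowered by AngII and also lower in MRTF-A-KO AngII, the paper's list has 1 gene and 3 were counted here. Quantile normalization and the authors' matrix, both set before the data were examined, gave 1, and the other 12 alternatives differed.

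Among genes higher in MRTF-A-KO control, the paper's list has 61 that were also higher under AngII, while 102 were counted here. Quantile normalization and the authors' matrix (78 each), the filter on all arrays (49), slide as a block (72), no variance moderation (50) and 1 probe per gene (91) came within the limit, and the other 8 alternatives did not. The paper's list has 27 genes that were lower under AngII, while 47 were counted here. Quantile normalization and the authors' matrix (40 each), the filter on all arrays (19), slide as a block (23), a fit of the compared groups only (38), non-overlapping groups (31) and the floor (36) came within the limit, and the other 7 did not. Among genes lower in MRTF-A-KO control, the paper's list has 2 that were higher under AngII, while 5 were counted here. Slide as a block, 1 probe per gene and the floor gave 3 and no variance moderation gave 2, while the other 10 alternatives differed. The alternatives of this paragraph were set before the data were examined.

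The paper describes more genes raised than lowered by AngII, while 47.2% of the genes counted here were raised. Of the alternatives set before the data were examined, the share was above the lowered genes' share with the normexp correction (65.1%), quantile normalization (54.0%), the authors' matrix (54.0%), the filter on all arrays (51.8%) and 1 probe per gene (50.6%), and not with the others. The paper reports enrichment of muscle terms among genes lowered by AngII and higher in MRTF-A-KO, while 2 of 48 genes of the sarcomere list were among them (adjusted p = 0.476, Fisher's exact test), though the list is not the paper's terms. The paper reports enrichment of cell death among genes raised by AngII and lower in MRTF-A-KO, while 5 of 70 apoptosis genes were among them (adjusted p = 0.0611, the same test). By that test the 15 of 70 raised by AngII in WT did pass (adjusted p = 0.000117). As a list, the apoptosis genes were lower in MRTF-A-KO AngII than in WT AngII (adjusted p = 0.00784, camera, and 0.0231, fry). With an estimated correlation that difference did not pass (adjusted p = 0.158, camera).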

Other observations

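The tests on thymocyte genes and on chromosome 15 in this part were chosen only after the results were seen.

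For each of the comparisons of 3 arrays with 3, the genes counted at the paper's threshold were recounted over all 10 splits of the 6 arrays. In each of the 4 comparisons, 1 split gave as many genes, the real one. The largest count of another split was 227 genes for AngII in WT, against 2927 in the real split, 268 between genotypes without AngII and 568 between genotypes with AngII. With 10 splits this test could not have excluded chance at 0.05 for any comparison. For AngII in WT, 1217 raised and 1429 lowered genes passed limma's adjusted p, which argues against chance there. Between the AngII groups, 550 higher and 362 lower genes passed it. These counts argue against chance in the same way, but not against a difference between slides.

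The comparisons of WT AngII with WT control and of MRTF-A-KO AngII with WT AngII share the WT AngII arrays, so a gene that is high on them by chance passes both. In simulations without an effect of genotype, the largest overlap of raised and then lower genes was 423, below the 510 observed, so the shared arrays may account for part of the overlap but not for all of it. A difference between slides was not excluded. Among 1751 probes raised on slide 1, the MRTF-A-KO AngII mean was at a median of -0.556 from the WT AngII array of slide 2, and among 2298 lowered probes it was at 0.543. These values lie in the direction of the genotype difference and come from the same slide, but rest on 1 WT array, so slide and genotype cannot be told apart.

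Genes of thymocytes, the immature T cells of the thymus, were high on MRTF-A-KO control replicates 4 and 6, with list medians of 4.61 and 3.31 above the WT control mean and 0.59 on replicate 8. Of 15 genes tested, 13 were above 2-fold on each of the 2 arrays. 8 of the 15 genes are in a gene list of S1 Table, and 11 were well above background on all WT control arrays. *Dntt*, chosen after its values were seen and well above background on all WT control arrays, was higher by 5.47 and 4.25. *Cd8a*, *Rag1* and *Ptcra*, chosen in the same way, were well above background on both arrays. In WT control, *Cd8a* and *Ptcra* were so on none of the arrays and *Rag1* on 1. Thymus tissue in the sample is a candidate source, since nearly all genes of the list rose together. Mature T cells or lymph node as the whole source would leave *Rag1*, *Ptcra* and *Dntt* low. Each of them lay above all WT arrays on both of these arrays, with a lowest difference of 1.643, of *Ptcra*, and *Rag1* was higher by 6.61 and 5.25. This argues against mature T cells or lymph node as the whole source, most firmly for *Dntt*, since *Ptcra* was set against background in WT control. A smaller share of them stays open. The B cell list was at 0.23 and 0.31 on these arrays. A WT sample labelled MRTF-A-KO is excluded by *Mkl1*, whose highest signal in MRTF-A-KO control lay 0.672 below the lowest WT signal. The list was also above the WT arrays on the MRTF-A-KO AngII arrays (1.65, 0.63 and 1.03). Over all MRTF-A-KO arrays, the lowest, MRTF-A-KO control replicate 8, lay 0.276 above the highest WT array, so an effect of the deletion and tissue taken along at dissection cannot be told apart. The cell cycle list was high on the same MRTF-A-KO control arrays, at 1.24 and 0.60.

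Among genes called between MRTF-A-KO control and WT control after adjustment, *Mkl1* left out, 11 of 52 (21.2%) lay on chromosome 15, which holds 4.09% of the tested genes (Fisher's exact test, two-sided, p = 6.59e-06). All 11 lay within 25 Mb of *Mkl1*, where 3.04% of the tested genes lie (the same exact test, p = 3.69e-07). At the unadjusted threshold the numbers by the same exact test were 32 of 558 (p = 0.0512) and 28 near *Mkl1* (p = 0.0116). All 13 chromosome 15 probes had the same direction in the AngII arrays, and 12 passed there after adjustment, against 38 and 30 of the 44 probes elsewhere. DNA of another mouse strain kept around the deleted gene is a candidate explanation. Neighbouring genes that respond to the deletion itself would give the same excess and were not tested. Chromosome 18 had 7 called genes of 569 tested, and the cause was not tested.

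The cell cycle list rose by a median of 0.63 with AngII in WT (adjusted p = 6.21e-06, camera, and 0.0533, fry), was at -0.81 with AngII in MRTF-A-KO (adjusted p = 2.93e-11, camera, and 0.12, fry) and at 0.62 in MRTF-A-KO control against WT control (adjusted p = 2.47e-12, camera, and 0.222, fry). It was at -0.72 in MRTF-A-KO AngII against WT AngII (adjusted p = 1.53e-11, camera, and 0.0285, fry). Of the 46 genes, 10 are in a list of S1 Table and 40 were well above background on all WT control arrays. Adjusted over the list alone, 12 genes changed with AngII in WT and 21 between the AngII groups, against 13 and 12 over all probes. The interferon list rose by 0.60 with AngII in WT (adjusted p = 2.22e-05, camera, and 0.112, fry) and was at -0.47 in MRTF-A-KO AngII (adjusted p = 2.2e-06, camera, and 0.171, fry). The WT AngII arrays of slide 1 were at 1.26 and 0.63 and that of slide 2 at 0.07, while the MRTF-A-KO AngII arrays were at 0.14, 0.07 and 0.21. Both values therefore rest on the WT AngII arrays of slide 1. Of its 51 genes, 7 are in S1 Table and 49 were well above background in WT control. Adjusted over the list alone, 8 and 2 of them passed, against 10 and 4 over all probes.

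The medians of the marker lists over the arrays, as log2 differences from the WT control mean, were as follows. White fat lay between -1.27 and 2.45 and brown fat between -1.08 and 2.16, while the WT control arrays alone spread from -1.27 to 1.35 and from -1.08 to 1.14. In WT AngII, white fat was at 1.83, 1.68 and 2.21 and mesothelium at 1.43, 1.37 and 1.16. All of these lay above every WT control array, whose highest mesothelium value was 0.50. In MRTF-A-KO AngII they were at 2.45, 0.01 and 1.31 and at 1.39, -0.10 and 1.24. Tissue taken along and a response to AngII cannot be told apart for these lists. Cardiomyocyte genes lay between -0.75 and 1.91, erythroid genes between -0.48 and 3.07, with the highest value on MRTF-A-KO AngII replicate 6, and mesothelium between -0.34 and 1.43. Neutrophil genes reached 3.18 on WT AngII replicate 2, and macrophage genes were at 1.29, 1.70 and 0.88 in WT AngII and at 0.41, 0.53 and 0.36 in MRTF-A-KO AngII. Mature T cell genes were at 3.55 and 2.31 on the arrays with high thymocyte genes. Smooth muscle lay between -0.91 and 0.15, skeletal muscle between -0.60 and 0.18, fibroblasts between -0.50 and 0.10, endothelium between -0.14 and 0.19, nerve and Schwann cells between -0.16 and 0.25 and B cells between -0.46 and 0.32. Between 4 and 15 genes of each list were well above background on all WT control arrays, and up to 8 are in S1 Table. These lists share genes with others and were not used to correct any comparison. For *Il6*, the array samples of MRTF-A-KO aorta gave a rise with AngII of at least 2.99-fold in the main setting. The 2 groups lay on different slides, so slide may have contributed to it. The rise did not pass in 4 of 15 alternatives, and with the normexp correction the log2 change was 0.685 (adjusted p = 0.18, limma). The offset of that correction shrinks changes of dim probes by construction. The paper reports no response in MRTF-A-KO by qRT-PCR, whose samples were not analysed here.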
